# Bisphenol A in eggs causes development-specific liver molecular reprogramming in two generations of rainbow trout

**DOI:** 10.1038/s41598-017-13301-7

**Published:** 2017-10-26

**Authors:** Bastien Sadoul, Oana Birceanu, Neel Aluru, Jith K. Thomas, Mathilakath M. Vijayan

## Abstract

Bisphenol A (BPA) is widely used in the manufacture of plastics and epoxy resins and is prevalent in the aquatic environment. BPA disrupts endocrine pathways in fish, but the long-term developmental implications are unknown. We demonstrate that BPA deposition in the eggs of rainbow trout (*Oncorhynchus mykiss*), an ecologically and economically important species of fish, reprograms liver metabolism in the offspring and alters the developmental growth trajectory in two generations. Specifically, BPA reduces growth during early development, followed by a catch-up growth post-juveniles. More importantly, we observed a developmental shift in the liver transcriptome, including an increased propensity for protein breakdown during early life stages to lipid and cholesterol synthesis post- juveniles. The liver molecular responses corresponded with the transient growth phenotypes observed in the F1 generation, and this was also evident in the F2 generation. Altogether, maternal and/or ancestral embryonic exposure to BPA affects liver metabolism leading to development-distinct effects on growth, underscoring the need for novel risk assessment strategies for this chemical in the aquatic environment. This is particularly applicable to migratory species, such as salmon, where distinct temporal changes in growth and physiology during development are critical for their spawning success.

## Introduction

Water pollution is one of the major anthropogenic pressures on freshwater ecosystems, compromising its stability and sustainability and leading to species decline^1,2^. Industrial and domestic wastewater and agriculture effluents are the most relevant sources of contamination for aquatic ecosystems^2^. Bisphenol A (BPA), a widely used monomer to manufacture plastics and resins, is ubiquitous in the aquatic environment^3^, and concentrations as high as parts per million have been measured in global waterways^4^. Environmentally-realistic levels of BPA cause endocrine disrupting effects in aquatic species^5,6^, including invertebrates^7,8^, amphibians and fish^4,6^, suggesting possible ecosystem health impact by affecting various trophic levels.

In freshwater teleosts, chronic exposure to BPA during early development or throughout growth induces abnormal development, reproductive failure and disrupted metabolism^4^. Although most of these toxicological endpoints were observed at high BPA levels and in model organisms, including zebrafish (*Danio rerio*) and medaka (*Oryzias latipes*)^4,9,10^, more recent studies also support effects at environmentally relevant concentrations in non-model fish species, including carp (*Cyprinus carpio*) and brown trout (*Salmo trutta f*. *fario*)^5,11,12^. Moreover, BPA is maternally transferred in fish^13^ and this potentially could lead to long-term developmental effects even though the progeny was not exposed to water-borne BPA^14–16^. As BPA may bring about heritable epigenetic modifications^17^, early exposure to BPA may have long-term and multigenerational consequences in fish. For instance, a recent study showed that embryonic exposure of medaka (a model species with short generational time) to BPA led to transgenerational impact on reproductive performance and embryo survival^18^. However, little is known about multigenerational impacts of contaminants in non-model species, especially those with long generational times, such as salmonids.

Rainbow trout (*Oncorhynchus mykiss*) is an economically and ecologically important species widely distributed in North America. It is relevant for both its commercial and sports fisheries^19^ and, as a predator in its freshwater environment, it also plays a central role in the ecological network and ecosystem health^20^. We have previously shown that BPA accumulation in eggs affects growth and stress performance later in life, even though the chemical was no longer detected in the larvae at hatch^14–16^; however, we did not investigate whether the BPA effects are heritable in salmonids. Here we tested the hypothesis that BPA accumulation in eggs, mimicking maternal transfer of this contaminant, leads to long-term metabolic effects that are carried over to the next generation in rainbow trout, a species that usually reproduces at three years of age. We monitored the growth and changes in liver transcriptome (using RNA-Seq) over two generations in offspring raised from eggs containing BPA^15,16^. The development-specific transcriptome changes were assessed during the juvenile (~40 g) and post-juvenile (>40 g) growth phases of rainbow trout^21^. Our results indicate that maternal exposure to BPA and its deposition in eggs disrupts liver metabolic programming leading to distinct growth phenotypes that are life stage-specific and evident in at least two generations in rainbow trout.

## Results

### Bisphenol A (BPA) dynamics

Incubation of F0 eggs to 3 and 30 mg l^−1^ BPA for 3 h led to a net accumulation of 4.4 ± 0.9 and 41.3 ± 4.5 ng egg^−1^, respectively^16^. BPA depuration in embryos from fertilization to hatch has been previously reported^16^. As the exposure was specifically to enrich eggs to mimic a maternal BPA transfer scenario, the treatment is represented as 0 (Control), 4 (BPA4) and 40 (BPA40) ng egg^−1^ as described previously^16^. The accumulated BPA content in eggs steadily declined during embryogenesis and was below detection in all F1 groups at hatch (42 days post-fertilization; dpf)^16^. There were no effects of BPA accumulation in eggs on either hatch time or hatching success as reported previously^16^. Also, BPA was undetectable in eggs collected from 3 year old F1 females, raised from the BPA enriched eggs in F0 generation, from all treatments prior to fertilization with sperm from untreated males to produce the F2 generation (Fig. 1). Although there was no detectable BPA in eggs collected from F1 females, the primary germ cells giving rise to these eggs were exposed to the contaminant during embryogenesis.

**Figure 1:**
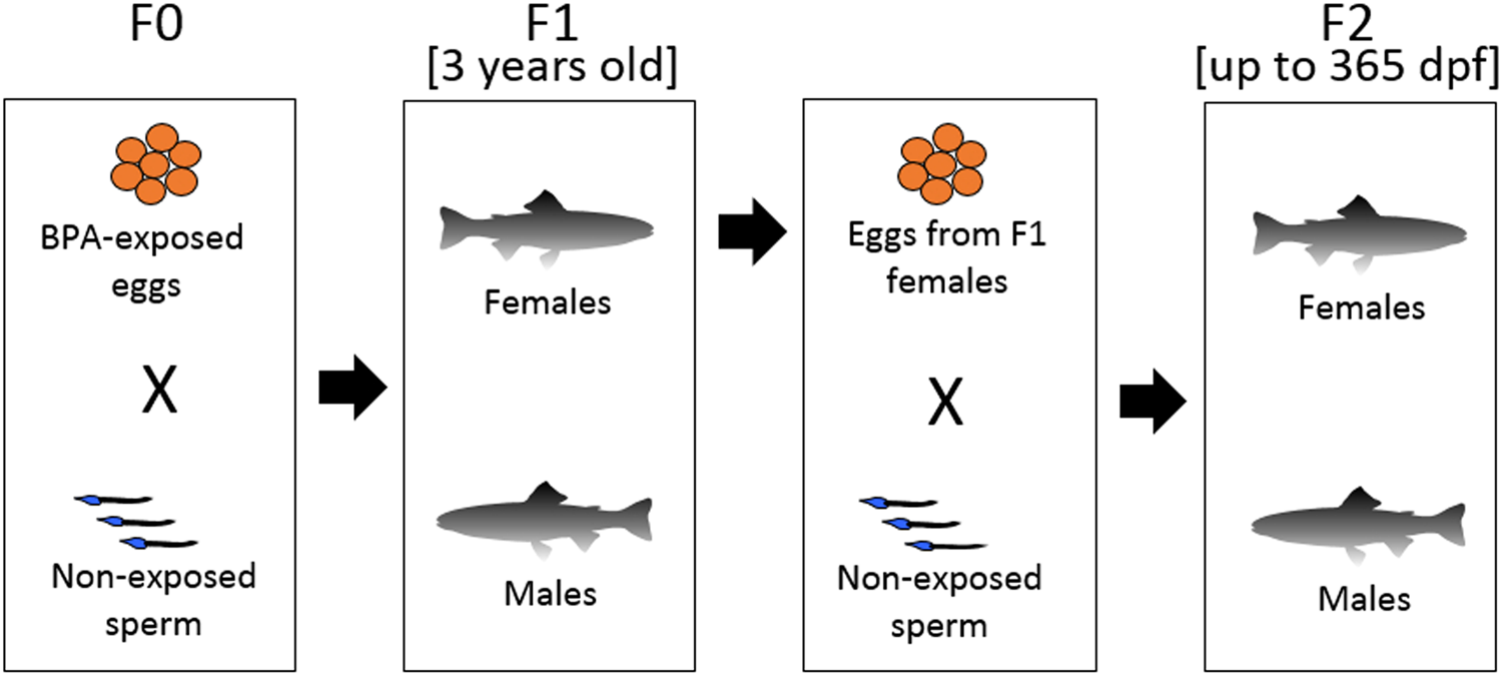
Two generation study design. F0 eggs were exposed to BPA in ovarian fluid for 3 h to mimic egg deposition of this contaminant as a result of maternal transfer. The eggs were fertilized with non-exposed sperm and reared at 8.5 °C until sexual maturity (3 years old). The F1 females raised from BPA-laden F0 eggs were stripped and the eggs were fertilized with the sperm of non-exposed males. The F2 larvae were reared in identical condition as F1 up to 365 days post fertilization.

### BPA accumulation in F0 eggs impacts growth

The linear mixed model fitted to the first growth stage (0–260 dpf) in F1 generation showed a significant effect of treatment, but there was no effect of either time or interaction between time and treatment (Supplementary Table 1). Accumulation of 40 ng, but not 4 ng BPA egg^−1^ led to a significant (p = <0.001, z-value = −5.5) reduction in body mass (13%) relative to controls in the F1 generation over the first growth stage (0–260 dpf). This is illustrated by a constant weight difference between 40 BPA group and the control until 260 dpf observed in two independent studies (Fig. 2a and b). Model fit on the second growth stage (from 260 dpf) highlights significant effects of treatment, time and interaction (Supplementary Table 1). The significant interaction is the result of a positive slope over time for the high BPA group (p < 0.001, z-value = 8.553), which translates to a gradual, but significant reduction in the difference in body mass between the control and the BPA40 group (Fig. 2b). The growth trajectory trend with BPA in the F2 generation also appears similar to the F1 generation, but the lack of replicate tanks precludes any statistical analysis for the F2 generation (Fig. 2c). The individual growth metrics showed reduced weight and length in the BPA40 compared to the control at 140 dpf in the F1 (Supplementary Table 2), but no significant effects were observed between control and treatments either at 365 dpf in the F1 or at both developmental stages in the F2 (Supplementary Tables 2 and 3).

**Figure 2:**
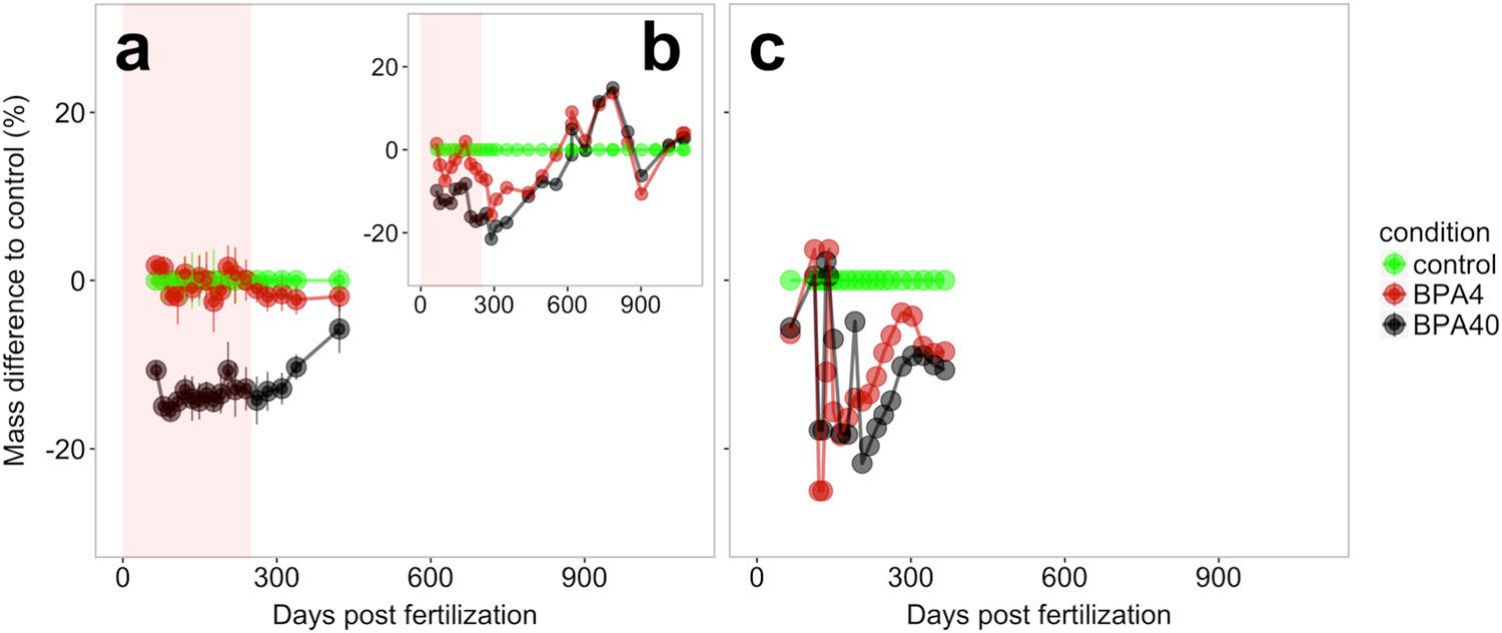
Bisphenol A in eggs affects the growth trajectory in rainbow trout. Difference in continuous growth from the control is plotted over time from two independent F1 generation studies [(**a**) and (**b**)] and from F2 generation (**c**) that were raised from eggs containing BPA at 4 (red graph) and 40 (black graph) ng per egg. BPA raised fish showed growth reduction until 260 dpf (red shade) followed by a catch-up growth over 365 dpf. Mean and standard error (n = 3) are shown for (**a**) because fish were reared in replicate tanks, whereas only one tank was used for the other studies. For each experiment, body mass difference to the control was calculated at each time and for each tank using the following equation: Mass difference to control = (Mass of tank-Mass of control)/Mass of control *100. With the mass of control being the mean body mass of control tanks at one time point.

Proximate composition of the liver in the post-juveniles at 365 dpf indicated no significant differences in water, protein, carbohydrate and total energy contents in the F1 and F2 generations (Table 1). However, accumulation of 40 ng, but not 4 ng BPA per egg led to a significant (P = 0.017; z-value = 2.829) increase in total lipid content in the liver compared to the control group in both the F1 and F2 generations (Table 1).

**Table 1:** Liver proximate composition.

	Generation	Water Content (%)	Protein (%)	Carbohydrate (%)	Lipid (%)	Energy (kJ/g^−1^ of dried tissue)
**Liver**						
Control	**F1**	71.9 ± 0.6	12.7 ± 0.2	11.1 ± 0.8	4.3 ± 0.2	23.7 ± 0.2
4 ng BPA		74.1 ± 1.2	12.3 ± 1.1	8.9 ± 1.0	4.8 ± 0.2	24.5 ± 0.3
40 ng BPA		71.6 ± 0.6	12.8 ± 0.4	10.3 ± 0.9	5.3 ± 0.3	24.5 ± 0.4
Control	**F2**	74.9 ± 1.3	14.4 ± 0.6	6.1 ± 1.0	4.7 ± 0.2	25.2 ± 0.3
4 ng BPA		73.3 ± 1.4	13.2 ± 0.5	8.8 ± 1.9	4.7 ± 0.4	24.6 ± 0.6
40 ng BPA		74.0 ± 1.1	14.8 ± 0.5	6.0 ± 0.9	5.3 ± 0.4	25.5 ± 0.3
**Significant effect**		NS	NS	NS	*BPA40 > Control	NS

Trout liver proximate composition at 365 days post-fertilization in F1 and F2 generations (Mean ± SEM; n = 5–6). Significant effects are shown by an asterisk (2-way ANOVA followed by Dunnett’s test, p value < 0.05).

### BPA accumulation in F0 eggs impacts the liver transcriptome

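Liver RNA was sequenced from 48 rainbow trout, with 4 fish in each of 3 treatments at each of 4 time points. The treatments are named by the bisphenol A in the eggs from which the F1 fish grew, 0 (Control), 4 (BPA4) or 40 (BPA40) ng each, after an incubation of these eggs at 0, 3 or 30 mg/l. F1 fish were sampled at 140 and 365 dpf. F2 fish, sampled at 112 and 365 dpf, carry the treatment of the F1 females whose eggs they grew from, and in those eggs the authors could not detect bisphenol A. For each time point, the authors deposited a Cuffdiff table of 46585 genes. It lists the number of fragments assigned to each gene in each fish, without normalization. It also lists the FPKM of each fish, scaled by Cuffdiff over the 12 fish of the time point. Between 6788947 and 19528494 fragments per fish were assigned to genes, with a median of 14032867. The median was 12970139 fragments at F1 140 dpf, 14826572 at F1 365 dpf, 11058370 at F2 112 dpf and 17105217 at F2 365 dpf. Cuffdiff marked 10, 14, 8 and 14 genes of these time points as holding too many fragments to process (HIDATA), in 1 or more treatments. The tables list a marked gene at 0 in the fish of the treatments concerned, and marked genes were left out of all fish of the time point.

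Fragment counts were tested with the quasi-likelihood test of edgeR after TMM normalization, in a fit of all 12 fish of a time point. Each BPA group was compared with the control, and p-values were adjusted within the comparison by the Benjamini-Hochberg method. The filterByExpr function kept 21078 genes at F1 140 dpf, 24243 at F1 365 dpf, 16315 at F2 112 dpf and 26296 at F2 365 dpf, which held from 99.65% to 99.8% of the fragments. The biological coefficient of variation between fish of a treatment was 34.7%, 34.8%, 41% and 35%, in the same order. In counts simulated with the spread of the fish at F1 365 dpf, this test recovered 4.5% of 200 genes changed by 1 on the log2 scale. It recovered 85.5% of those changed by 2 and 97.5% of those changed by 3. In this simulation, a doubling of expression was therefore mostly not detected with 4 fish per group. Each simulated gene had the spread fitted for its expression level. Other time points and other numbers of changed genes were not simulated. F1 fish came from 3 tanks per treatment and F2 fish from 1 tank per treatment, and the labels give no tank, library batch or sequencing date for a fish. In the F2 generation, the tank and the treatment cannot be told apart.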

Paired-end sequencing (Illumina) on RNA extracted from the liver of 4 fish per treatment over two generations (F1 and F2) and two life stages, resulting in a total of 48 samples, produced a total of 71,264,972 reads per sample with 96% mapped (Supplementary Table 4) to the 46,585 genes described in the recently published sequenced genome of rainbow trout^22^. A principal component analysis (PCA) was run for each time point using the whole transcriptome of every individual in each treatment. 

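The PCA was repeated on log2(FPKM + 1), with each gene centred and scaled to unit variance. The first component was then compared with the number of genes detected in a fish, counting genes with at least 5 fragments. Across the 12 fish of F1 140 dpf, Pearson's r was -0.931 (permutation p = 4e-05, adjusted p = 0.00016) and Spearman's rho was -0.93 (permutation p = 6e-05, adjusted p = 0.00028). At F1 365 dpf, r was 0.725 (permutation p = 0.00834, adjusted p = 0.0121) and rho was 0.713 (permutation p = 0.0121, adjusted p = 0.0161). At F2 112 dpf, r was -0.916 (permutation p = 5e-05, adjusted p = 0.00016) and rho was -0.93 (permutation p = 7e-05, adjusted p = 0.00028). For F2 365 dpf, r was -0.831 (permutation p = 0.0217, adjusted p = 0.0264) and rho was -0.147 (permutation p = 0.653, adjusted p = 0.697). All tests were two-sided, and the adjustment covered 16 relations. Without the 2 fish farthest from the median number of genes, r was -0.921, 0.597 and -0.892 at the first 3 of these time points. It was 0.265 at F2 365 dpf, where the relation over all fish rests on those fish. The sign of a component is arbitrary. With the treatment means removed from both measures, r was -0.976 at F1 140 dpf (permutation p = 1e-05, the smallest that 100000 resamples can give). It was 0.727 at F1 365 dpf (permutation p = 0.0077), -0.925 at F2 112 dpf (permutation p = 1e-05) and -0.926 at F2 365 dpf (permutation p = 0.00032). The value at F2 365 dpf includes Control replicate 0, which lay far from the other controls. It was not computed without the farthest fish, so it does not show a relation among the others.

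**Figure D1:**
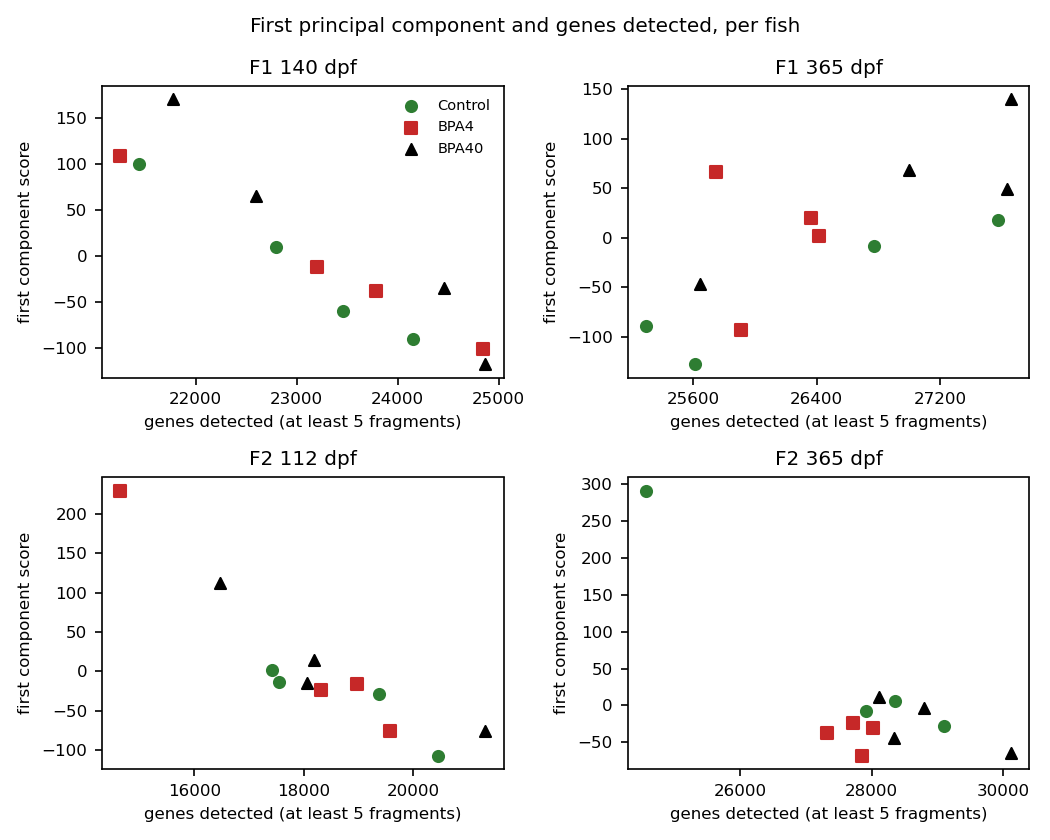
Score of each fish on the first principal component (vertical axis) against the number of genes with at least 5 fragments (horizontal axis), with 1 panel per time point and 1 symbol per treatment. In the panel of F2 365 dpf, Control replicate 0 has a score of 291.3, and the other 3 controls lie between -28.46 and 6.339.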

The 3D individual graph of the PCA illustrates the variability between the samples (Fig. 3a). 

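The separation of the 3 treatments on the first 3 components was tested with the ratio of the sum of squares between treatments to that within treatments, in a one-sided exact permutation test over all splits of the 12 fish into 3 groups of 4. The exact p was 0.0715 at F1 140 dpf (adjusted p over the 4 time points = 0.0953), 0.0485 at F1 365 dpf (adjusted p = 0.0953) and 0.158 at F2 112 dpf (adjusted p = 0.158). In the F2 fish of 365 dpf, no other split reached the ratio of the treatments (exact p = 0.000173, the smallest that this test can give, adjusted p = 0.000692). On these 3 components, differences between treatments held 31.4% of the spread between fish at F1 140 dpf, 31.4% at F1 365 dpf, 24.9% at F2 112 dpf and 40.3% at F2 365 dpf. A random split gives 18.2% on average. Over all components the ratio was lower in F1. It was 0.2567 at F1 140 dpf (exact p = 0.165), against 0.4573 on the first 3 components. At F1 365 dpf it was 0.2578 (exact p = 0.0726), against 0.4586. The alternative that moved the test most was the PCA without scaling of the genes, where the exact p at F1 365 dpf was 0.314. Pairs of treatments were tested over the 35 splits of 8 fish, in which the smallest possible exact p is 0.0286. Each of the 3 pairs reached it at F2 365 dpf (adjusted p over 12 pairs = 0.0686). It was also reached between BPA4 and BPA40 at F1 365 dpf and between Control and BPA4 at F2 112 dpf.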

The global expression variation among the samples showed a clear segregation pattern between the 3 treatments in F1 generation at 140 dpf and 365 dpf, and also in the F2 generation fish at 112 dpf and 365 dpf (Fig. 3a). These differences were confirmed by the identification of a total of 501, 523, 315 and 1722 differentially expressed genes (DEGs) between at least one BPA treatment and the control in F1 140 dpf, F1 365 dpf, F2 112 dpf and F2 365 dpf, respectively (Supplementary datasets). Many of these genes were shared between time points; 91 and 79 DEGs were shared between life stages within F1 and F2 generations, respectively (Fig. 3b). 

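At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 0 genes differed from the control in BPA4 and 1 in BPA40 at F1 140 dpf. The counts were 0 in both BPA groups at F1 365 dpf and at F2 112 dpf. There were 1 gene in BPA4 and 105 in BPA40 at F2 365 dpf, or 106 in at least one BPA group. Without adjustment, at a p under 0.05, 1341 genes in BPA4 and 1519 in BPA40 passed at F1 140 dpf. This is 6.36% and 7.21% of the genes tested, where 5% is the level set by the threshold. The corresponding numbers were 1425 (5.88%) and 1841 (7.59%) at F1 365 dpf, 1682 (10.3%) and 973 (5.96%) at F2 112 dpf, and 3646 (13.9%) and 3155 (12.0%) at F2 365 dpf. Since genes vary together, other splits of the same 8 fish also exceed 5%, with up to 3111 and 5108 genes at F1 140 dpf. Of 35 splits, the real one included, 7 and 8 gave as many genes as BPA4 and BPA40 at F1 140 dpf. This held for 9 and 10 splits at F1 365 dpf, 1 and 7 at F2 112 dpf, and 1 and 1 at F2 365 dpf. DESeq2's Wald test moved the number of genes called most, to 143, 32, 125 and 1017 in at least one BPA group at the 4 time points.

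The tables do not pair gene identifiers with names, so genes are given by identifier, and the genes below were chosen after their values were seen. The gene called at F1 140 dpf was GSONMT00076108001, with 5.48 ± 1.82 CPM (fragments scaled to the TMM library size, mean ± SD, n = 4 fish) in BPA40 and 0.848 ± 0.31 in Control. Its log2 fold change was 2.67 (standard error 0.339, adjusted p = 0.0427 from edgeR), and each BPA40 fish was above each control. With each fish of the time point left out in turn, its log2 fold change lay between 2.45 and 2.83, and it was called in 5 of the 12 fits. It rests on 5 to 14 fragments per control fish. The gene called in BPA4 at F2 365 dpf was GSONMT00056097001, with 16.6 ± 1.56 CPM (n = 4) against 46 ± 7.95 in Control. Its log2 fold change was -1.47 (standard error 0.162, adjusted p = 0.0142 from edgeR), and it was called in 10 of the 12 fits that left out 1 fish. Over all alternatives, its adjusted p ranged from 3.95e-14 to 0.162. From the separation of the treatments in the PCA and the differentially expressed genes at each time point, the paper concludes that the liver transcriptome differed between the treatments (Fig. 3a).

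**Figure D2:**
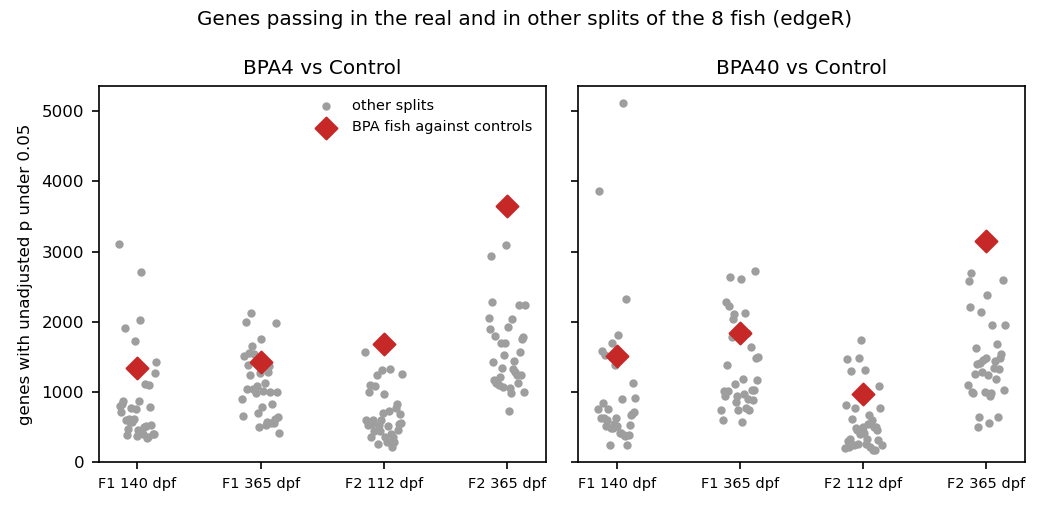
Number of genes with an unadjusted p under 0.05 from edgeR (vertical axis, from 0) at each time point (horizontal axis), for the BPA fish against the controls (red) and for the other splits of the same 8 fish into 4 and 4 (grey). The red points of F2 365 dpf lie at 3646 genes in BPA4 and 3155 in BPA40, above the highest other split (3086 and 2697).

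**Figure D3:**
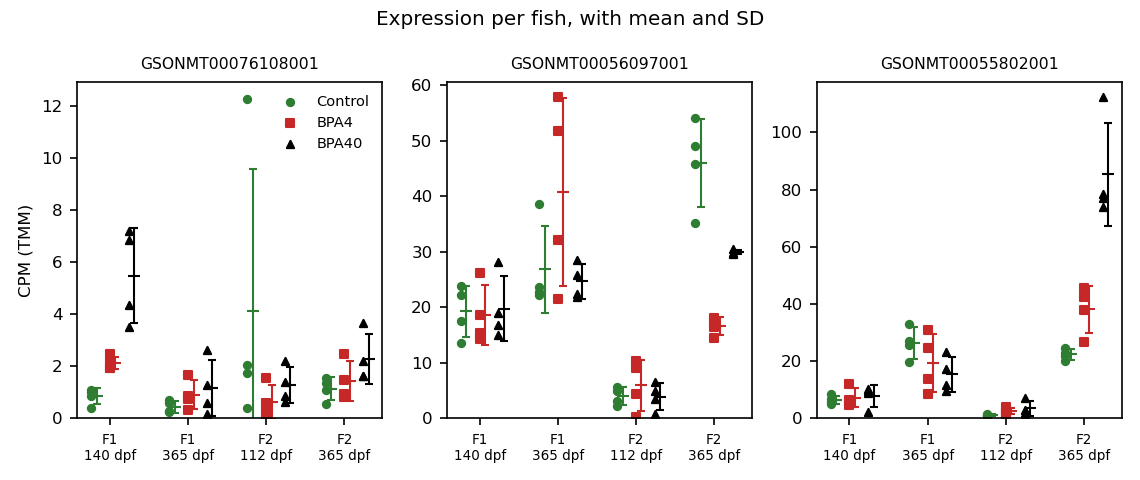
CPM of 3 genes in each fish (points) with the mean and SD of each treatment (bars, n = 4 fish, drawn from 0 upwards), at the 4 time points. GSONMT00055802001 lies between 73.7 and 112 CPM in BPA40 at F2 365 dpf and between 20 and 24.7 CPM in Control.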

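Of the genes called in at least one BPA group by edgeR, 0 were shared between F1 140 dpf and F1 365 dpf, where 20588 genes were tested at both life stages. Likewise, 0 were shared between F2 112 dpf and F2 365 dpf, where 16066 genes were tested at both and 62 of them were called at F2 365 dpf. In each of these pairs, 0 genes were called at one time point, so that no overlap was possible. In BPA40, 177 genes passed an unadjusted p under 0.05 at both F1 time points, where 108 are given by chance, and 71.8% of the 177 changed in the same direction. At both F2 time points, 144 genes passed where 127 are given by chance, and 20.8% of them changed in the same direction. The numbers given by chance for shared genes take genes as independent, and these overlaps were not compared with regrouped fish. For the correlation of BPA40 log2 fold changes, 61 of 100 regroupings were as far from 0 in F1 and 31 in F2. The overlaps therefore do not decide whether changes last or reverse between life stages. With DESeq2, 1 gene was shared within F1, where 0.174 are given by chance. Within F2, 11 were shared, where 4.76 are given by chance. In 5 of the 11, the BPA40 log2 fold change had the same sign at both time points. This sign was also used for genes called in BPA4 only.

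The difference itself was tested as an interaction of BPA40 with the time point in a joint fit of 24 fish. It was called for 0 of 24817 genes between F1 140 dpf and F1 365 dpf (1500 genes at an unadjusted p under 0.05, or 6.04%). It was called for 0 of 25979 genes between F2 112 dpf and F2 365 dpf (2714 genes at an unadjusted p under 0.05, or 10.4%). Across genes, the BPA40 log2 fold changes at the 2 life stages had a Pearson correlation of 0.0434 in F1 and -0.113 in F2. Genes are not independent replicates.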

We also found 54 DEGs that were shared between F1 140 dpf and F2 112 dpf, and 237 that were shared between F1 365 dpf and F2 365 dpf (Fig. 3b). 

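Of the genes called by edgeR, 0 were shared between F1 140 dpf and F2 112 dpf, and 0 between F1 365 dpf and F2 365 dpf. With 0 genes called at F2 112 dpf and at F1 365 dpf, none could be shared. In BPA40, 64 genes passed an unadjusted p under 0.05 in both generations at the earlier stage, where 68.9 are given by chance, and 250 at 365 dpf, where 220 are given by chance. Of these, 67.2% and 55.6% changed in the same direction in both generations. Chance here again takes genes as independent, and these overlaps were not compared with regrouped fish. For the correlation of BPA40 log2 fold changes between generations, 51 and 91 of 100 regroupings were as far from 0. With DESeq2, 5 genes were shared at the earlier stage, where 0.774 are given by chance. At 365 dpf, 3 were shared, where 1.06 are given by chance. The BPA40 log2 fold change had the same sign in both generations in all 5 and in none of the 3. This sign was also used for genes called in BPA4 only.

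The effect of BPA40 differed between the generations for 1 of 21429 genes at the earlier stage (smallest adjusted p = 0.0173 from edgeR). Of 100 splits of these fish, the real one included, 13 gave at least 1 gene, so that this call does not stand out. At 365 dpf, the effect of BPA40 differed for 14 of 27073 genes (smallest adjusted p = 0.00356 from edgeR). Of the 14 genes, 9 had a larger log2 fold change in F2 and 5 a smaller one. This balance depends on the setting: it was 18 to 3 without TMM normalization, 7 to 3 among genes with at least 10 fragments in every fish, 127 to 32 with DESeq2 and 324 to 24 without F1 365 dpf BPA40 replicate 3. Their number rests on single fish: it was 348 without F1 365 dpf BPA40 replicate 3 and 2 without F1 365 dpf Control replicate 2. Across genes, the log2 fold changes of BPA40 in the generations had a Pearson correlation of 0.0996 at the earlier stage and -0.00922 at 365 dpf.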

Based on Gene Ontology (GO) terms, 56, 69, 69 and 67% of the enriched genes were involved in metabolic processes (GO:0008152) in F1 140 dpf, F1 365 dpf, F2 112 dpf and F2 365 dpf, respectively (Fig. 3c, and Supplementary Tables 5–8). Among these genes involved in metabolic processes, genes related to protein metabolic process (GO:0019538) and lipid metabolic process (GO:0006629) were highly represented, including 289 and 92 DEGs, respectively, between the treatments in at least one time point (see below).

**Figure 3:**
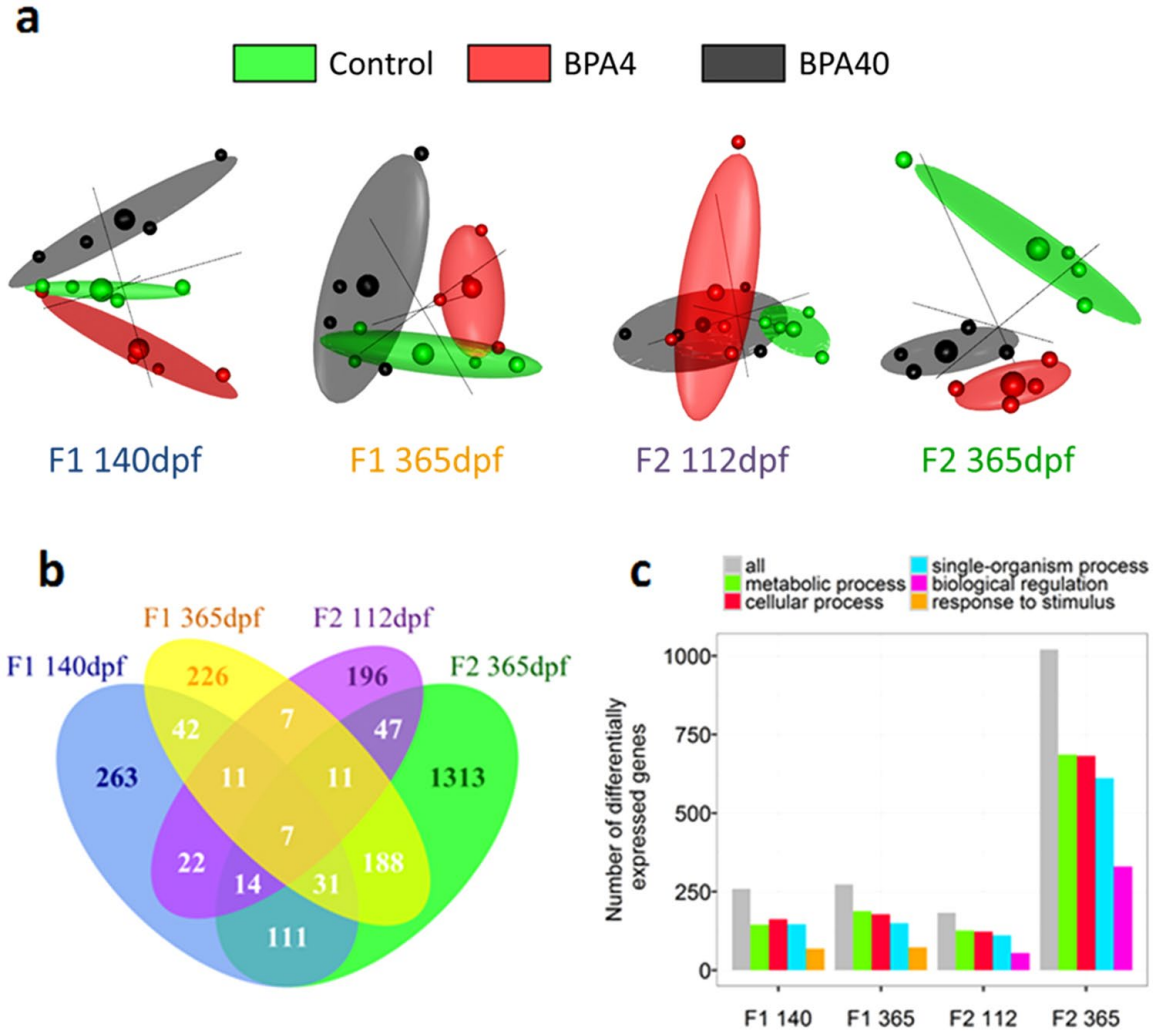
Liver transcriptome changes in trout raised from BPA enriched eggs. Liver transcriptome changes were assessed in response to BPA in eggs at either 140 or 112 dpf and 365 dpf in the F1 and F2 generations. (**a**) Three-dimensional Principal Component Analyses (PCA) on whole transcriptome for each generations and life stages. Expression of all the genes from the liver of individuals that were exposed to 0 (control, green), 4 (BPA4, red) or 40 (BPA40, black) ng BPA per egg at 140 dpf and 365 dpf in the F1 generation. Similarly liver transcript abundance from individuals obtained by breeding F1 females from the 3 groups with untreated males were used to create the PCA plots for each life stages in F2 generation (112 and 365 dpf). Small spheres represent one individual (n = 4), whereas the mean per treatment is represented by the bigger sphere and surrounded by the 3D ellipse of the standard error. (**b**) Venn diagram of differentially expressed genes between at least one BPA treatment and control for each time point. Genes differentially expressed between at least one BPA group and control were identified for each life stages and generations, and compared across stages and generations. (**c**) Enriched gene ontology terms among differentially expressed genes. Gene ontology enrichment analysis, using Blast2GO, was performed on all annotated genes differentially expressed in at least one BPA group and control.

### BPA accumulation in F0 eggs impacts genes involved in protein metabolism

Hierarchical clustering of DEGs involved in protein metabolic process (GO:0019538) showed two major groups in F1 generation at 140 dpf (Fig. 4a). The first cluster contained 23 genes that were mainly downregulated in the 4 and 40 ng BPA groups. According to the biological processes GO, this cluster was enriched with genes involved in biological regulation (9 genes, GO:0065007) and biosynthetic processes (6 genes, GO:0009058). Two genes, kinase suppressor of ras 1 isoform x2 (KSR1) and eukaryotic translation initiation factor 4e-1a-binding protein (4EBP), involved in the intracellular signaling pathways regulating the protein synthesis/proteolytic balance were part of this cluster and plotted for all time points in Fig. 4b and c. KSR1 (Fig. 4b) and 4EBP (Fig. 4c), were both significantly downregulated in the BPA40 group compared to the control in F1 at 140 dpf, but not at 365 dpf. KSR1 was also downregulated in BPA4 group in F1 140 dpf compared to the control. 4EBP was not significantly different from the control in all other time points except between BPA4 group and control in F2 generation where a 2-fold increase in the expression was observed (Fig. 4c). KSR1 was significantly upregulated and downregulated in the BPA4 group in F2 at 112 dpf and 365 dpf, respectively. In addition, genes playing a key role in protein synthesis, including 60S ribosomal protein l10 and myosin light chain kinase 3 were also found to be downregulated in the first cluster. The second cluster contained 21 genes upregulated in either BPA4 or BPA40 groups (Fig. 4a). This cluster was strongly enriched with genes involved in proteolytic processes (8 genes, GO:0006508). Most of these genes are part of the two most important proteolytic systems: the autophagy-lysosome system (ALS) for cathepsin s and k precursors and the ubiquitin-proteasome system (UPS) for proteasome subunits. The expression profiles of genes involved in proteolysis, including cathepsin k precursor (part of the ALS system) and proteasome subunit beta type-6 precursor (part of the UPS) were plotted for all time points (Fig. 4d and e). Both were significantly upregulated in the BPA40 group at 140 dpf but not at 365 dpf in the F1 generation. In the F2 generation both these genes were not significantly different in the BPA groups at 112 dpf, but they were significantly upregulated at 365 dpf in the BPA40 group (Fig. 4d and e).

**Figure 4:**
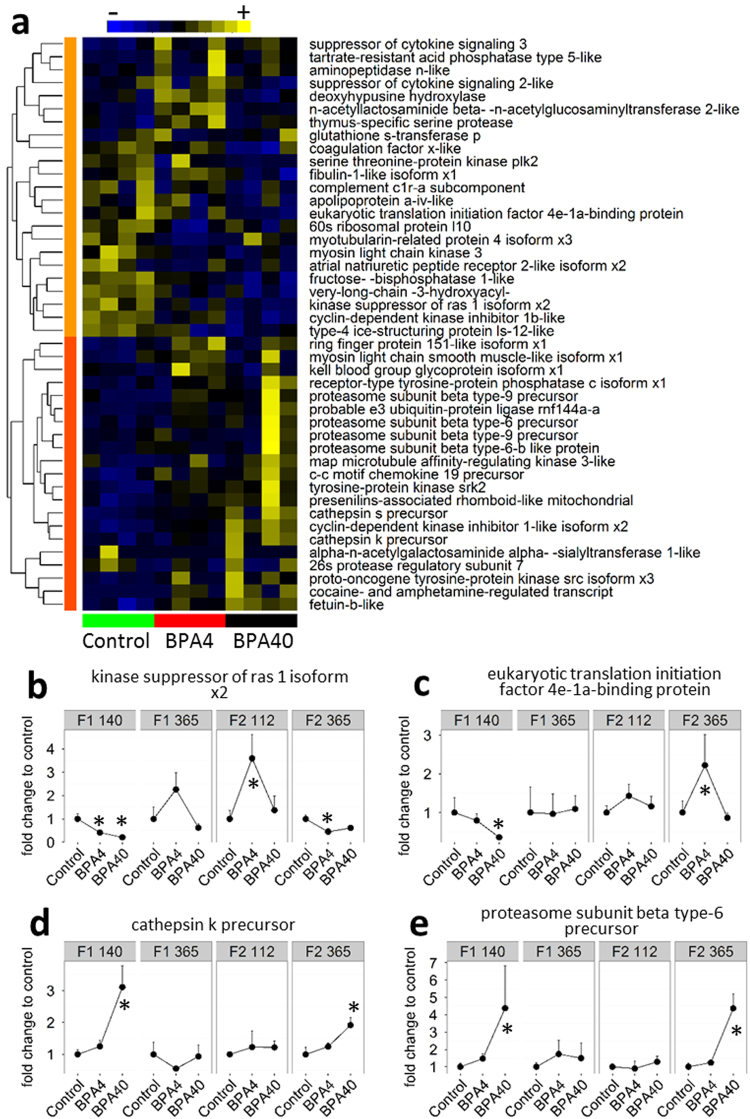
BPA in eggs affects protein metabolic processes. (**a**) Heat map of differentially expressed genes related to protein metabolic process in F1 140 days post-fertilization. All genes related to protein metabolic processes and differentially expressed in at least one of the BPA treatment are shown. For each gene, the expression level is indicated using a color density scale. Yellow and blue are used for overexpression and underexpression, respectively, whereas black is used for median expression. Based on their expression profile, genes were separated into two clusters. Cluster 1 (light orange) encloses mainly genes downregulated and cluster 2 (dark orange) contains genes mainly upregulated in BPA groups. (**b**–**e**) Fold change expression relative to the control for each time point of selected genes from cluster 1 (**b**,**c**) and cluster 2 (**d**,**e**). Significant difference from the control as calculated by Cuffdiff (false discovery rate set at <0.05) are highlighted using an asterisk in figures (**b**–**e)**.

In F1 365 dpf, hierachical clustering separated the genes related to protein metabolic process into 2 clusters (Supplementary Fig. 1). The first cluster contains 19 genes mostly upregulated for BPA groups and enriched for biosynthetic process (6 genes, GO:0009058). The second cluster has 33 genes downregulated in BPA groups and enriched for protein ubiquitination (10 genes, GO:0016567) and proteolysis (6 genes, GO:0006508). In F1, 365 dpf, protein synthesis was upregulated in BPA treated eggs and proteolysis downregulated (Supplementary Fig. 1).

In F2, 33 out of the 39 DEGs were part of a cluster of genes showing an upregulation in BPA groups at 112 dpf (Supplementary Fig. 2). Similarly to F1 generation 140 dpf, many of these genes (13) were part of the proteolytic process (GO:0006508). In contrast, 6 genes were downregulated in BPA groups, 2 being part of the biosynthetic process (GO:0009058). In F2, 365 dpf, 54 genes enriched for proteolysis (GO:0006508) were downregulated in BPA groups (Supplementary Fig. 3). In addition, 14 genes involved in biosynthetic process (GO:0006508) were downregulated in BPA treated groups (Supplementary Fig. 3).

### BPA accumulation in F0 eggs impacts the expression of genes related to lipid metabolism

In F1 140 dpf, only 10 genes involved in lipid metabolic process (GO:0006629) were differentially expressed, 6 downregulated and 4 upregulated in BPA groups compared to the control (Supplementary Fig. 4). In F1 365 dpf, hierarchical clustering of DEGs related to lipid metabolism showed two major clusters (Fig. 5a). The first cluster contains 9 genes downregulated in the BPA groups, whereas the second cluster is grouping 28 genes upregulated in the BPA groups. In the second cluster, 17 genes are enriched for the biosynthesis process (GO:0009058). Specifically, 8 genes related to the cholesterol biosynthetic pathway (Supplementary Fig. 5a) are upregulated in BPA treatments (Fig. 5a). Concomitantly, cytochrome p450 3a27 (CYP3A27), involved in the inhibition of cholesterol synthesis, is downregulated in BPA treatments. Two genes, hydroxymethylglutaryl cytoplasmic (HMGCS1) and squalene synthase isoform x1 (FDFT1), representative of the second cluster and playing key roles in cholesterol biosynthesis pathway (Supplementary Fig. 5) were plotted at every time point (Fig. 5b,c). HMGCS1 (Fig. 5b) was not differentially expressed in F1 140 dpf and F2 112 dpf, but was significantly upregulated in BPA40 groups in F1 365 dpf and F2 365 dpf, and in BPA4 group in F2 365 dpf (Fig. 5b and Supplementary Fig. 5). FDFT1 was significantly upregulated in BPA40 group for F1 365 dpf and F2 365 dpf (Fig. 5c and Supplementary Fig. 5). Additionally, fatty acid synthase (FAS) and sterol regulatory element-binding protein 1 (SREBP1), although not categorized as proteins involved in lipid metabolism by our automated annotation method, play key roles in lipid synthesis and were, therefore, presented in Fig. 5d and e. Both were found to be more than 2x more expressed in BPA40 group in F1. Accumulation of 40 ng of BPA in the egg had also a similar effect for FAS in the F2 generation (Fig. 5d).

**Figure 5:**
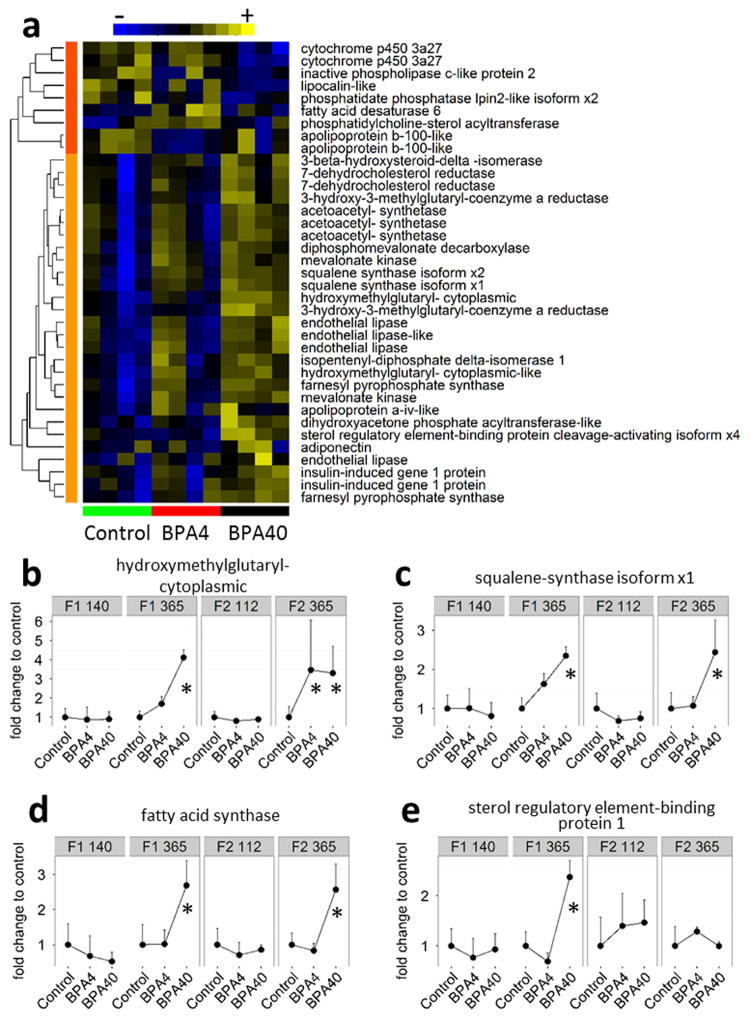
BPA in eggs affect lipid metabolic processes. (**a**) Heat map of differentially expressed genes related to lipid metabolic process in F1 365 days post fertilization. All genes related to lipid metabolic process and differentially expressed in at least one of the BPA treatment are shown. For each gene, the expression level is indicated using a color density scale. Yellow and blue are used for overexpression and under expression, respectively, whereas black is used for median expression. Based on their expression profile, genes were separated in two clusters. Cluster 1 (dark orange) mainly encloses genes downregulated in BPA groups, whereas cluster 2 (light orange) contains the genes mainly upregulated in BPA groups. (**b**–**c**) Fold change expression to the control for each time point of selected genes from cluster 2. (**d**–**e**) Fold change expression to the control for each time point of fatty acid synthase and sterol regulatory element-binding protein 1. Significant difference from the control as calculated by Cuffdiff (false discovery rate set at <0.05) are highlighted using an asterisk in figures (**b**–**e)**.

At F2 112 dpf, similarly to F1 140 dpf, only 14 genes related to lipid metabolism were differentially expressed in BPA groups with 9 genes upregulated in BPA groups and 5 genes downregulated (Supplementary Fig. 6). At F2 365 dpf, 31 genes were upregulated mostly enriched for the biosynthetic process (14 genes, GO:0009058), whereas 24 genes were downregulated in at least one BPA group (Supplementary Fig. 7).

## Discussion

BPA in eggs prior to fertilization, mimicking a maternal transfer scenario, alters growth and liver transcriptome in two generations of rainbow trout. Although BPA accumulation in the eggs reached levels that were reported in feral fish tissues^23,24^, the embryos at hatch were free of BPA^16^. Despite this, fish raised from BPA-treated eggs, especially 40 ng BPA/egg, showed distinct development-related growth phenotypes, including reduced growth during early life stages and compensatory catch-up growth and lipid accumulation in the liver in older individuals. The developmental effects on the liver transcriptome of trout at two life-stages (112–140 and 365 dpf) in two generations, support a distinct shift in molecular programming, underscoring long-term disruptions in growth and metabolism associated with maternal and/or ancestral exposure to BPA in trout.

The reduction in growth seen in the F1 BPA40 progeny at 140 dpf corresponded with enhanced potential for protein degradation, including upregulation of genes encoding key proteins of the autophagy and the ubiquitin-proteasome systems in trout liver (Fig. 4). In addition, KSR1 and 4EBP, two proteins interacting with MAPK^25^ and mTOR^26^ signaling pathways involved in stimulating protein synthesis and inhibiting proteolysis, were downregulated. This suggests impairment in protein synthesis/proteolysis balance during early development as a result of BPA deposition in eggs. This is further supported by the reduced specific growth rate and the disruption of the growth hormone/insulin-like growth factor (GH/IGF) axis in these fish during early development^16^.

Interestingly, the growth suppression seen in the BPA progeny during early life stages (140 dpf) were lost later in life (365 dpf) with the fish clearly showing a compensatory catch-up growth (Fig. 2). This developmental change in growth phenotype corresponded with a shift in liver metabolic machinery from proteolysis to protein synthesis (Fig. 4). Indeed, at 365 dpf, genes involved in the two proteolytic systems were downregulated, while genes involved in protein synthesis were upregulated (Supplementary Fig. 1). This temporal molecular shift in the protein synthesis/proteolysis balance supports the catch-up growth^27^ observed in BPA treated progeny after 260 dpf. The reason for the molecular shift favouring protein synthesis and reducing proteolysis in BPA groups after 260 dpf is unknown. However, the temporal catch-up growth shift coincides with the proposed changes in growth dynamics observed in post-juvenile rainbow trout^28^, which includes enhanced hypertrophy early on followed by hyperplasia post-juveniles. We propose that BPA in eggs is a developmental disruptor impacting stage-specific growth trajectories by affecting molecular mechanisms related to hyperplasia and hypertrophy in trout. The catch-up growth seen in BPA treated fish at the post-juvenile stage, along with the switch in the expression of genes related to the protein synthesis/proteolytic balance (Fig. 6a), supports disruption of developmental programming in trout.

**Figure 6:**
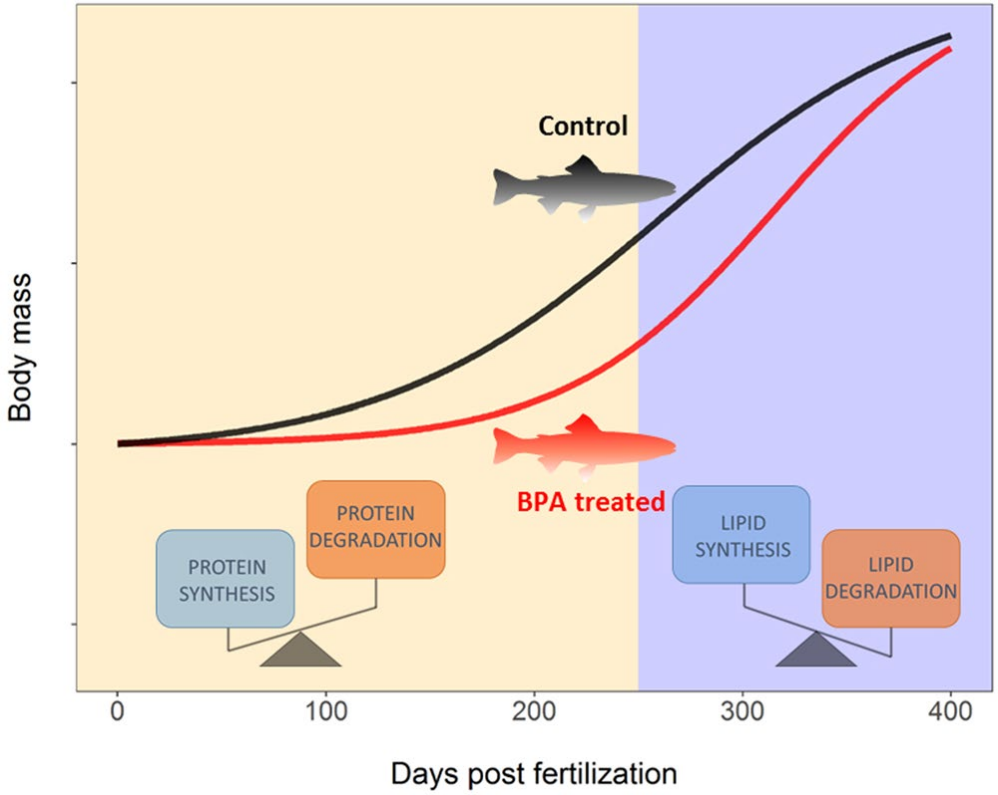
A conceptual model underpinning the developmental programming effects of BPA. Offsprings from BPA-laden eggs, but free of BPA after hatch, showed distinct shifts in long-term liver molecular programming and growth phenotypes. At early stages (up to 260 dpf), BPA treated fish show reduced body mass and this was associated with a shift towards increased protein degradation relative to protein synthesis. However, after 260 dpf, there was a catch-up growth in the BPA treated fish and this is associated with an increased lipid synthesis and protein synthesis relative to lipid breakdown.

Another key finding associated with the catch-up growth seen in BPA progeny was the enrichment of transcripts related to lipid metabolism. Specifically, key enzymes involved in fatty acid and cholesterol synthesis, including FAS, SREBP1 and squalene synthase were highly upregulated in BPA treated progeny at 365 dpf (Fig. 5) but not at 140 dpf. Additionally, we observed a decrease in the abundance of CYP3A27, a member of the CYP3A subfamily, playing an important role in the inhibition of cholesterol synthesis^29,30^. All these transcript changes support the notion that accumulation of BPA in the egg causes long-term aberrant liver lipid metabolism. More importantly, the observed transcript changes, including FAS and squalene synthase were persistent in the F2 generation pointing to liver lipid dysfunction in two generations. This notion finds support from the higher total lipid content in the liver of BPA progenies in both generations (Table 1). Higher lipid synthesis and cholesterol production, along with increased accumulation of fat in the liver, are common symptoms of obesity in animals^31^. Consequently, BPA deposition in eggs, mimicking a maternal transfer scenario, affects developmental programming in trout leading to a switch to a disrupted growth phenotype associated with liver lipid dysregulation, including upregulation of genes involved in cholesterol biosynthesis. More importantly, we show that the phenotype seen in the F1 generation was also evident in the F2 generation.

While multigenerational effects of BPA was evident in mice^32–34^, rats^35,36^, and medaka^18^, to our knowledge no study has examined the long-term impact of maternal transfer of contaminants on an ecologically and commercially important fish species. 

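Of the 105 genes called in BPA40 at F2 365 dpf by edgeR, 88 rose and 17 fell. The gene that rose with the smallest adjusted p was GSONMT00055802001, chosen after its values were seen. It had 85.4 ± 18 CPM (SD, n = 4 fish) in BPA40, 38.1 ± 8.23 in BPA4 and 22.3 ± 1.96 in Control. Its log2 fold change in BPA40 was 1.94 (standard error 0.207, adjusted p = 0.00506 from edgeR), and it lay between 1.79 and 2.01 with each fish left out in turn. In BPA4 at this time point it was 0.773 (standard error 0.202, adjusted p = 0.152 from edgeR). At the other time points, its log2 fold change in BPA40 was 0.264 (standard error 0.424, adjusted p = 0.956 from edgeR) at F1 140 dpf, -0.774 (standard error 0.375, adjusted p = 0.663) at F1 365 dpf and 1.62 (standard error 0.517, adjusted p = 0.81) at F2 112 dpf. In BPA4 it was 0.169, -0.435 and 1.15 at these time points (adjusted p = 0.984, 0.86 and 0.475 from edgeR).

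The number of genes called rests on single fish. It was 3 without Control replicate 2, 11 without Control replicate 1, 33 without BPA40 replicate 1, 39 without BPA40 replicate 0, 42 without Control replicate 0 and 143 without BPA40 replicate 2, and it lay between 50 and 124 when another of the 12 fish was left out. With a common adjustment over the 3 pairs of treatments, 39 genes were called in BPA40 and 10 in BPA4. Whether the effect of BPA40 differs between F2 112 dpf and F2 365 dpf was tested as an interaction. It was called for 0 genes by edgeR, for 16 among genes with at least 10 fragments in every fish and for 187 by DESeq2. At an unadjusted p under 0.05 from edgeR it passed in 2714 genes, a number that 1 of 100 splits of the fish reached, the real one. The counts of called genes at different time points were not compared with each other in a test.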

The high abundance of differentially expressed transcript in the F2 generation at 365 dpf was particularly telling (Fig. 3), and may entail an increased metabolic demand, impinging on other energy demanding but important pathways, including immune and reproductive processes. While the majority of studies have shown that BPA effects are ER- or ERR-mediated^37^, it is clear now that BPA may also have multiple modes of action independent of its xenoestrogenic effect^37^. To this end, recent studies demonstrated that BPA alters DNA methylation of several genes^38–40^, including genes involved in lipid metabolism in mice^41^. Also, micro RNAs has been implicated in the BPA-mediated epigenetic modifications^42^, and this effect can be inherited^43^. Consequently, the long-term changes seen in the liver transcriptome of progenies raised from BPA-laden eggs suggest epigenetic modifications as a plausible mechanism.

In conclusion, BPA in eggs, mimicking maternal transfer of contaminants, led to long-lasting liver metabolic dysfunction and affects the developmental growth trajectory in rainbow trout. The switch in the growth trajectory from reduced growth early on to an obesity phenotype is supported by the liver transcriptome changes in two generations. In both, F1 and F2, the protein synthesis/proteolysis balance in BPA groups is skewed towards proteolysis at early stages, but towards protein synthesis at 365 dpf, partially explaining the catch-up growth observed in BPA group between the two life stages (Fig. 6). Additionally, whereas no clear difference in the lipid synthesis/catabolism balance was observed between treatments at early stages, there was a clear stage-specific increase in lipid synthesis in the BPA treated progenies post-juveniles (Fig. 6), further supporting the catch-up phenomenon. Our results underscore long-term development-specific metabolic disorders associated with BPA deposition in trout eggs (Fig. 6). This may have ecological implications since growth and associated metabolism are crucial determinant of fitness, which ultimately drive foraging capacities, season-specific survival or predation vulnerability^44–46^. Also, given the genomic similarities between rainbow trout and other salmonids^47^, metabolic disruptions due to BPA may have serious conservation consequences^48^ in migratory species, including the Atlantic and Pacific salmons. In these species, the metabolic reserves, especially lipids and proteins^49,50^ need to be particularly well regulated in order to face the energetic cost of long-term migration linked to spawning. Any dysregulations in lipid and protein metabolism, as seen here in response to BPA exposure, may reduce the spawning success in these animals leading to long-term population declines^51,52^. Finally, our results raise new conceptual challenges in ecotoxicology modeling. Risk assessment of toxicant usually takes into account the tissue concentrations of a chemical, but our results reveal effects that are developmentally-distinct and occur even in the absence of any tissue contaminant level complicating our current understanding of risk assessment modelling. This is particularly applicable to migratory fish species, such as salmon, where distinct temporal changes in growth and physiology during development are critical for their spawning success and stock recruitment. We predict early exposure to BPA in these animals will disrupt developmental programming and may contribute to the population decline^51,52^.

## Materials and methods

### Experimental animals

Rainbow trout were bred and maintained at the Alma Aquaculture Research Station (AARS; Alma, Ontario, Canada), and all experiments were carried out in that facility as described previously^14,16^. The experimental protocols were approved by the Animal Care and Use Committees at the University of Guelph and the University of Waterloo and were in accordance with the Canadian council for animal care guidelines.

### Dosing of F0 eggs with BPA

The BPA dosing of eggs used in this study was published recently^15,16^. Briefly, eggs from four to six 3 + -year class rainbow trout females were pooled and equally distributed among three treatment groups, which were exposed to ovarian fluid supplemented with either vehicle (<0.01% ethanol), 3 mg l^−1^ BPA or 30 mg l^−1^ BPA. The oocytes were incubated for 3 h at 4–6 °C as described previously^14,16^, after which they were fertilized with 1–2 ml milt pooled from 4–6 males from the same brood stock as the females (Fig. 1). Water was added to activate the sperm and the embryos were washed with clean water and placed in Heath incubator trays receiving AARS well water (6–8 °C) at a rate of 10 l min^−1^. The subsequent embryos, larvae and adults were never exposed to BPA and were always maintained in clean water that had BPA levels below detection.

### F1 generation

F1 larvae were kept in the incubator trays for up to 49 dpf (one week post-hatch), after which they were moved to 200 l tanks receiving AARS well water at a rate of 10 l min^−1^ and a 12 h dark:12 h light photoperiod. We carried out two F1 studies, while experiment 1 did not have tank replication for treatments, experiment 2 was distributed into 3 tanks per treatment (n = 277–299 larvae per tank). From 65 dpf onwards fish were fed to satiation^14^. Body mass were estimated by measuring the total mass divided by the number of fish in the tank at 65, 79, 93, 107, 121, 135, 149, 163, 177, 191, 205, 219, 240, 261, 282, 310, 338 and 422 dpf. Mortality over this period in the BPA treatments was not significantly different from controls.

### F2 generation

Three year old F1 females from the above treatment groups were used to generate the F2 fish (Fig. 1) as previously described for the F0 generation^16^. Fertilized eggs were placed in the Heath chambers and maintained under identical conditions as the F1 generation at the AARS facility and fish were weighed and fed as described above. Only one tank per treatment was available for the longer-term maintenance of the F2 generation.

### Fish sampling

All samples for the F1 generation were obtained from experiment 2 (described above). A subset of fish was terminally sampled at 140 and 365 dpf in the F1 generation and at 112 dpf and 365 dpf in F2 generation. Food was withheld for 48 h prior to all sampling times and the animals were anesthetized with a lethal dose of methanetricaine sulfonate (MS222; 1.0 g l^−1^) buffered with sodium bicarbonate (2.0 g l^−1^). Pieces of liver were quickly collected and frozen on dry ice and stored frozen at −80 °C until transcriptome analysis.

### Analytical techniques

#### Proximate composition

Total protein content in the liver was determined by the bicinchoninic acid (BCA) method (Sigma-Aldrich, St. Louis, MO) and glucose and glycogen was measured colorimetrically according to established protocols^53^. Lipid content was determined by Folch method^54^, and the gross energy content was calculated by using values of 5.65, 9.45 and 4.2 kcal g^−1^ for protein, fats and carbohydrates, respectively^55^.

#### RNA extraction and next-generation sequencing

Four liver samples per treatment per time-point and per generation (4 x 3 treatment x 2 time-points x 2 generations = 48 samples) were used for transcriptome analysis. Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany), DNase treated according to the manufacturers’ recommendations and eluted in 30 uL of nuclease free water. The quantity and integrity of RNA was assessed using the Agilent RNA ScreenTape assay, with the Agilent 2200 TapeStation system (Agilent, Santa Clara, CA). RNA sequencing was carried out at the Alberta Children’s Hospital Research Institute at the University of Calgary.

RNA-Seq libraries were prepared using the Illumina TruSeq Stranded mRNA kit, following the standard protocol from Illumina. Next-generation sequencing (NGS) was performed on an Illumina NextSeq. 500 platform (Illumina Inc., San Diego, CA, USA) using paired-end reads v2 chemistry with 75 bp sequencing.

#### RNA-Seq data analysis

Raw reads were trimmed and filtered using Illumina base calling software bcl2fastq (2.14). Reads were then mapped to the recently published sequenced genome of rainbow trout^22^ obtained from http://www.genoscope.cns.fr/trout/. This was performed using Bowtie (2.2.6)^56^ with the “very-fast-local” option and Tophat (2.1.0)^57^. Fragments Per Kilobase of transcript per Million mapped reads (FPKM) calculation for each sample was performed by Cufflinks (2.2.1)^58^ with the “multi-read-correct” and “GTF-guide” options, as recommended when the genome is available for the species and paired-end sequencing was performed^59^. Finally, Cuffdiff, integrated in Cufflinks,was used to highlight significant differences between the treatments, with the false discovery rate set as <0.05. Following the methods described in the supporting information, the genes were then annotated and expression profiles were illustrated using PCA, heat-maps and, for individual genes, line plots of normalized expression levels to the control group.

#### Statistical analyses for mass over time, survival and proximate composition

All data analyses were performed using R 3.3.1 (http://cran.r-project.org/). Survival integrated over the entire experiment was compared between the treatments using an ANOVA. For each experiment, body mass difference to the control was calculated at each time and for each tank using the following equation:

Mass difference to control = (Mass of tank−Mass of control)/Mass of control *100.

With the mass of control being the mean body mass of control tanks at one time point.

Difference in body mass between treatments and control were fitted using a segmented regression model, which provided an estimated breakpoint for BPA40 at around 260 dpf. A linear independent analysis was performed on two growth stages: from 0 to 260 dpf and time-points after 260 dpf. At each stage, a linear mixed model was fitted with time, treatment and interaction used as fixed effects, while also taking into account the random effects due to tank and experiment. The model was then analysed with an ANOVA performed with lme from the nlme package based on Satterthwaithe approximated degrees of freedom^60^. Between treatment comparisons were performed using contrasts in the glht function from multcomp package in R^61^. Proximate composition was analysed for each measure using a 2-way ANOVA with treatment and generation as fixed effects. A Dunnett’s test was performed to compare treatments with control.

### Data availability

RNA-seq data has been deposited in a publicly accessible database (GEO repository, Accession #: GSE94281; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94281).

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Bisphenol A in eggs causes development-specific liver molecular reprogramming in two generations of rainbow trout
**Source:** Sci Rep. 2017 Oct 26;7:14131. doi: 10.1038/s41598-017-13301-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental information

Bisphenol A in eggs causes development-specific liver molecular reprogramming in two generations of rainbow trout

**Bastien Sadoul<sup>1</sup>, Oana Birceanu<sup>2</sup>, Neel Aluru<sup>2,3</sup>, Jith K. Thomas<sup>1</sup> and Mathilakath M. Vijayan<sup>1,2,\*</sup>**

*\*Corresponding author and address:*

Dr. M.M. Vijayan  
Department of Biological Sciences  
University of Calgary,  
Calgary, Alberta  
T2N 1N4, Canada  

## Materials and methods

Gene annotation, and GO enrichment

Differentially expressed genes between control and at least one BPA treatment were annotated and enriched using Blast2GO with default settings (v.3.1.3) <sup>1</sup>. First, homolog search was performed using BLASTX (e-value of  $10^{-3}$ ) against the NCBI non-redundant protein (NR) database. Then, functional annotation was completed using InterPro search <sup>2</sup>. In total, this procedure assigned a Gene Ontology (GO) term to 74% of the differentially expressed genes. All annotations were compiled with the free software R 3.3.1 (<http://cran.r-project.org/>), in an annotation database package using the tool AnnotationForge from Bioconductor <sup>3</sup>. Functional profiles were described using package goProfiles from Bioconductor <sup>4</sup>.

### Visualization of transcriptomics data

Transcriptomic profiles were first compared between treatments using a Principal Component Analysis (PCA) ran on log-transformed FPKM values of the 46,585 genes for each time point and generation using the FactoMineR package in R <sup>5</sup>. The coordinates on the three first principal components were illustrated in a 3D graph with the plot3d function from rgl package <sup>6</sup>. The first 3 axes of the PCA represented, respectively, 22, 12 and 10% of the total variability for F1 140 dpf, 15, 14 and 12% for F1 365 dpf, 23, 13 and 11% for F2 112 dpf, and 22, 12, 11% for F2 365 dpf.

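From the deposited FPKM, the first 3 components held 21.8, 12.4 and 10.2% of the variance at F1 140 dpf, over 39035 genes with nonzero variance. At F1 365 dpf they held 15.2, 13.7 and 12.1% over 40017 genes. At F2 112 dpf they held 22.7, 13.3 and 10.6% over 36186 genes, and at F2 365 dpf 22.2, 12.1 and 10.8% over 40863 genes. Together they held 44.4, 41.1, 46.6 and 45.0% of the variance, so that more than 50% lay outside the plotted axes. The pseudocount of 1 is not stated in the paper's text. With genes of a mean FPKM of at least 1, which moved the sums most, the 3 components held 56.3, 49.7, 61.9 and 53.7%.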

Expression profiles of genes enriched for the gene ontologies “protein metabolic process” (GO:0019538) and “lipid metabolic process” (GO:0006629) were illustrated in a heat-map for generation and time-point. The FPKM were log-transformed and standardized (reduced and centered) across all treatments and submitted to heatmap.2 function in gplots package <sup>7</sup> in R. Genes were separated in two main clusters using a hierarchical cluster analysis using the hclust function in R.

### Pathway analysis

Network corresponding to the Cholesterol Biosynthesis pathway for *Homo Sapiens* (WP197) was imported into Cytoscape (v. 3.4.0). Genes associated by Blast2GO for lipid metabolism (GO:0006629) were queried for their closest human homolog gene ID in NCBI “Gene” database, using rentrez package in R <sup>8</sup>. Gene ID were then used as shared names in Cytoscape to highlight differentially expressed genes in the BPA40 group.

1. Götz, S. *et al.* High-throughput functional annotation and data mining with the Blast2GO suite. *Nucleic Acids Res.* **36**, 3420–3435 (2008).
2. Mitchell, A. *et al.* The InterPro protein families database: the classification resource after 15 years. *Nucleic Acids Res.* **43**, D213–D221 (2015).
3. Huber, W. *et al.* Orchestrating high-throughput genomic analysis with Bioconductor. *Nat. Methods* **12**, 115–121 (2015).
4. Sanchez, A., Ocana, J. & Salicru, M. *goProfiles: goProfiles: an R package for the statistical analysis of functional profiles.* (2016).
5. Lê, S., Josse, J. & Husson, F. FactoMineR: an R package for multivariate analysis. *J. Stat. Softw.* **25**, 1–18 (2008).
6. Adler, D. *et al.* rgl: 3D visualization using OpenGL. *R Package Version 095* **1247**, (2015).
7. Warnes, G. R. *et al.* gplots: Various R programming tools for plotting data. *R Package Version* **2**, (2009).
8. Winter, D. *rentrez: Entrez in R.* (2016).

**Supplementary Table 1.** ANOVA outputs from linear mixed models fitting the two growth stages. For each growth stage and variable, the numerator degrees of freedom (numDF), denominator degrees of freedom (denDF), F-value and p-value are provided.

| <b>Growth stage</b> | <b>Variables</b> | <b>numDF</b> | <b>denDF</b> | <b>F-value</b> | <b>p-value</b> |
|---------------------|------------------|--------------|--------------|----------------|----------------|
| 1                   | Intercept        | 1            | 132          | 36.34814       | <0.001         |
|                     | Treatment        | 2            | 8            | 30.35022       | <0.001         |
|                     | Time             | 1            | 132          | 0.28178        | 0.596          |
|                     | Treatment:Time   | 2            | 132          | 0.09337        | 0.911          |
| 2                   | Intercept        | 1            | 52           | 6.20831        | 0.016          |
|                     | Treatment        | 2            | 8            | 16.52385       | 0.001          |
|                     | Time             | 1            | 52           | 44.58282       | <0.001         |
|                     | Treatment:Time   | 2            | 52           | 18.51916       | <0.001         |

**Supplementary Table 2.** Body characteristics of F1 generation rainbow trout at 140 and 365 dpf (n=221-225 at 140 dpf, n=48 at 365 dpf for each concentration). Data points sharing the same letter within one life stage are not statistically different (one-way ANOVA, Tukey's post-hoc test,  $p < 0.05$ ; an ANOVA on ranks was run when the data did not meet the requirements of normality).

|                   |             | <b>BPA accumulation in oocytes prior to fertilization</b><br>(ng embryo <sup>-1</sup> ) |                            |                           |
|-------------------|-------------|-----------------------------------------------------------------------------------------|----------------------------|---------------------------|
| <b>Life stage</b> |             | <b>Control</b>                                                                          | <b>4</b>                   | <b>40</b>                 |
| 140 dpf           | Length (cm) | 6.24 ± 3.56 <sup>a</sup>                                                                | 6.15 ± 3.02 <sup>a</sup>   | 5.90 ± 3.28 <sup>b</sup>  |
|                   | Weight (g)  | 2.25 ± 0.04 <sup>a</sup>                                                                | 2.16 ± 0.04 <sup>a</sup>   | 1.96 ± 0.03 <sup>b</sup>  |
|                   | CF          | 0.91 ± 0.01 <sup>a</sup>                                                                | 0.92 ± 0.01 <sup>a,b</sup> | 0.94 ± 0.01 <sup>b</sup>  |
|                   | HSI         | 1.43 ± 0.15 <sup>a</sup>                                                                | 1.52 ± 0.10 <sup>a</sup>   | 1.75 ± 0.19 <sup>a</sup>  |
| 365 dpf           | Length (cm) | 19.45 ± 0.3 <sup>a</sup>                                                                | 19.02 ± 0.30 <sup>a</sup>  | 18.49 ± 0.34 <sup>a</sup> |
|                   | Weight (g)  | 81.14 ± 3.53 <sup>a</sup>                                                               | 75.76 ± 3.12 <sup>a</sup>  | 70.98 ± 3.82 <sup>a</sup> |
|                   | CF          | 1.08 ± 0.03 <sup>a</sup>                                                                | 1.07 ± 0.01 <sup>a</sup>   | 1.06 ± 0.01 <sup>a</sup>  |
|                   | HSI         | 1.47 ± 0.13 <sup>a</sup>                                                                | 1.32 ± 0.13 <sup>a</sup>   | 1.46 ± 0.14 <sup>a</sup>  |

**Supplementary Table 3.** Body characteristics of F2 generation rainbow trout at 112 and 365 dpf (n=10-14 at 112 dpf and n=24 at 365 dpf). Data points sharing the same letter within one life stage are not statistically different (one-way ANOVA, Tukey's post-hoc test,  $p<0.05$ ; an ANOVA on ranks was run when the data did not meet the requirements of normality).

|            |             | Ancestral BPA accumulation in oocytes prior to fertilization<br>(ng embryo <sup>-1</sup> ) |                            |                           |
|------------|-------------|--------------------------------------------------------------------------------------------|----------------------------|---------------------------|
| Life stage |             | Control                                                                                    | 4                          | 40                        |
| 112 dpf    | Length (cm) | 3.77 ± 0.89 <sup>a</sup>                                                                   | 3.96 ± 0.84 <sup>a</sup>   | 3.93 ± 0.96 <sup>a</sup>  |
|            | Weight (g)  | 0.6 ± 0.03 <sup>a</sup>                                                                    | 0.73 ± 0.10 <sup>a</sup>   | 0.77 ± 0.04 <sup>a</sup>  |
|            | CF          | 1.13 ± 0.06 <sup>a</sup>                                                                   | 1.16 ± 0.14 <sup>a</sup>   | 1.29 ± 0.10 <sup>a</sup>  |
|            | HSI         | 1.74 ± 0.08 <sup>a</sup>                                                                   | 2.03 ± 0.22 <sup>a</sup>   | 1.72 ± 0.10 <sup>a</sup>  |
| 365 dpf    | Length (cm) | 19.73 ± 0.72 <sup>a,b</sup>                                                                | 21.65 ± 0.41 <sup>a</sup>  | 19.47 ± 0.40 <sup>b</sup> |
|            | Weight (g)  | 103.77 ± 10.74 <sup>a,b</sup>                                                              | 126.92 ± 7.76 <sup>a</sup> | 90.61 ± 5.65 <sup>b</sup> |
|            | CF          | 1.23 ± 0.02 <sup>a</sup>                                                                   | 1.21 ± 0.03 <sup>a</sup>   | 1.19 ± 0.02 <sup>a</sup>  |
|            | HSI         | 0.95 ± 0.11 <sup>a</sup>                                                                   | 1.01 ± 0.08 <sup>a</sup>   | 1.04 ± 0.05 <sup>a</sup>  |

**Supplementary Table 4.** Number of reads and percentage mapped to the reference trout genome for each sample.

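The tests used the fragments assigned to genes in the deposited tables, and not the number of reads. At F1 140 dpf, the median number of fragments assigned to genes was 12880214 in Control, 13317692.5 in BPA4 and 12717561.5 in BPA40. At F1 365 dpf it was 14383913, 14826572 and 17003960.5, in the same order. At F2 112 dpf it was 11197802, 11160601 and 10325531, and at F2 365 dpf 17003451, 15192298.5 and 17686380. The median number of genes with at least 5 fragments was 28135.5, 27785.5 and 28572.5 in these treatments at F2 365 dpf.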

| Generation | Days Post Fertilization | Treatment | Number of reads | Percentage mapped |
|------------|-------------------------|-----------|-----------------|-------------------|
| F1         | 365                     | Control   | 66,954,638      |                   |
| F1         | 365                     | Control   | 71,363,620      |                   |
| F1         | 365                     | Control   | 65,353,052      |                   |
| F1         | 365                     | Control   | 82,542,851      |                   |
| F1         | 365                     | 4 ng BPA  | 72,748,374      |                   |
| F1         | 365                     | 4 ng BPA  | 79,325,120      |                   |
| F1         | 365                     | 4 ng BPA  | 74,081,216      |                   |
| F1         | 365                     | 4 ng BPA  | 81,492,726      |                   |
| F1         | 365                     | 40 ng BPA | 73,093,457      |                   |
| F1         | 365                     | 40 ng BPA | 84,684,128      |                   |
| F1         | 365                     | 40 ng BPA | 81,068,806      |                   |
| F1         | 365                     | 40 ng BPA | 94,357,239      |                   |
| F2         | 365                     | Control   | 92,452,116      |                   |
| F2         | 365                     | Control   | 90,382,655      |                   |
| F2         | 365                     | Control   | 86,108,198      |                   |
| F2         | 365                     | Control   | 80,036,939      |                   |
| F2         | 365                     | 4 ng BPA  | 62,996,579      |                   |
| F2         | 365                     | 4 ng BPA  | 70,776,557      |                   |
| F2         | 365                     | 4 ng BPA  | 74,252,059      |                   |
| F2         | 365                     | 4 ng BPA  | 77,484,062      |                   |
| F2         | 365                     | 40 ng BPA | 88,074,145      |                   |
| F2         | 365                     | 40 ng BPA | 82,214,979      |                   |
| F2         | 365                     | 40 ng BPA | 95,093,565      |                   |
| F2         | 365                     | 40 ng BPA | 83,611,222      |                   |
| F1         | 140                     | Control   | 64,147,301      |                   |
| F1         | 140                     | Control   | 63,916,660      |                   |
| F1         | 140                     | Control   | 67,970,003      |                   |
| F1         | 140                     | Control   | 62,094,308      |                   |
| F1         | 140                     | 4 ng BPA  | 69,181,343      |                   |
| F1         | 140                     | 4 ng BPA  | 65,884,602      |                   |
| F1         | 140                     | 4 ng BPA  | 58,364,313      |                   |
| F1         | 140                     | 4 ng BPA  | 66,290,824      |                   |
| F1         | 140                     | 40 ng BPA | 63,455,867      |                   |
| F1         | 140                     | 40 ng BPA | 65,789,757      |                   |
| F1         | 140                     | 40 ng BPA | 58,481,713      |                   |
| F1         | 140                     | 40 ng BPA | 68,045,374      |                   |
| F2         | 112                     | Control   | 63,457,844      |                   |
| F2         | 112                     | Control   | 66,818,974      |                   |
| F2         | 112                     | Control   | 52,170,499      |                   |
| F2         | 112                     | Control   | 51,874,835      |                   |
| F2         | 112                     | 4 ng BPA  | 63,340,021      |                   |
| F2         | 112                     | 4 ng BPA  | 54,450,723      |                   |
| F2         | 112                     | 4 ng BPA  | 58,887,533      |                   |
| F2         | 112                     | 4 ng BPA  | 59,301,656      |                   |
| F2         | 112                     | 40 ng BPA | 62,096,483      |                   |
| F2         | 112                     | 40 ng BPA | 62,411,760      |                   |
| F2         | 112                     | 40 ng BPA | 83,551,660      |                   |
| F2         | 112                     | 40 ng BPA | 58,186,323      |                   |

**Supplementary Table 5.** Most represented Gene Ontology (GO) terms of biological processes of level 2 among differentially expressed genes (DEGs) for at least one BPA treatment compared to control in F1 generation 140 dpf.

| GO TERM                                       | NUMBER OF DEGs |
|-----------------------------------------------|----------------|
| cellular process                              | 152            |
| metabolic process                             | 144            |
| single-organism process                       | 136            |
| response to stimulus                          | 69             |
| biological regulation                         | 68             |
| localization                                  | 56             |
| regulation of biological process              | 54             |
| signaling                                     | 37             |
| cellular component organization or biogenesis | 34             |
| developmental process                         | 32             |
| immune system process                         | 29             |
| multicellular organismal process              | 18             |
| locomotion                                    | 12             |
| negative regulation of biological process     | 10             |
| biological adhesion                           | 7              |
| growth                                        | 6              |
| positive regulation of biological process     | 6              |
| multi-organism process                        | 4              |

**Supplementary Table 6.** Most represented Gene Ontology (GO) terms of biological processes of level 2 among differentially expressed genes (DEGs) for at least one BPA treatment compared to control in F1 generation 365 dpf.

| GO TERM                                       | NUMBER OF DEGs |
|-----------------------------------------------|----------------|
| metabolic process                             | 188            |
| cellular process                              | 176            |
| single-organism process                       | 145            |
| response to stimulus                          | 73             |
| biological regulation                         | 58             |
| regulation of biological process              | 51             |
| developmental process                         | 47             |
| cellular component organization or biogenesis | 37             |
| signaling                                     | 36             |
| localization                                  | 35             |
| immune system process                         | 33             |
| multicellular organismal process              | 21             |
| growth                                        | 12             |
| locomotion                                    | 8              |
| multi-organism process                        | 7              |
| biological adhesion                           | 6              |
| negative regulation of biological process     | 2              |
| positive regulation of biological process     | 2              |
| reproduction                                  | 2              |
| behavior                                      | 1              |

**Supplementary Table 7.** Most represented Gene Ontology (GO) terms of biological processes of level 2 among differentially expressed genes (DEGs) for at least one BPA treatment compared to control in F2 generation 112 dpf.

| GO TERM                                       | NUMBER OF DEGs |
|-----------------------------------------------|----------------|
| metabolic process                             | 124            |
| cellular process                              | 113            |
| single-organism process                       | 101            |
| biological regulation                         | 55             |
| regulation of biological process              | 50             |
| response to stimulus                          | 37             |
| localization                                  | 35             |
| signaling                                     | 17             |
| cellular component organization or biogenesis | 15             |
| developmental process                         | 12             |
| negative regulation of biological process     | 12             |
| positive regulation of biological process     | 12             |
| immune system process                         | 11             |
| multicellular organismal process              | 9              |
| growth                                        | 4              |
| multi-organism process                        | 3              |
| biological adhesion                           | 1              |
| locomotion                                    | 1              |

**Supplementary Table 8.** Most represented Gene Ontology (GO) terms of biological processes of level 2 among differentially expressed genes (DEGs) for at least one BPA treatment compared to control in F2 generation 365 dpf.

| GO TERM                                       | NUMBER OF DEGs |
|-----------------------------------------------|----------------|
| metabolic process                             | 659            |
| cellular process                              | 620            |
| single-organism process                       | 546            |
| biological regulation                         | 330            |
| regulation of biological process              | 291            |
| response to stimulus                          | 268            |
| localization                                  | 196            |
| signaling                                     | 171            |
| multicellular organismal process              | 107            |
| developmental process                         | 103            |
| cellular component organization or biogenesis | 97             |
| immune system process                         | 83             |
| negative regulation of biological process     | 52             |
| positive regulation of biological process     | 43             |
| biological adhesion                           | 34             |
| locomotion                                    | 27             |
| growth                                        | 19             |
| multi-organism process                        | 16             |
| behavior                                      | 6              |
| reproduction                                  | 4              |

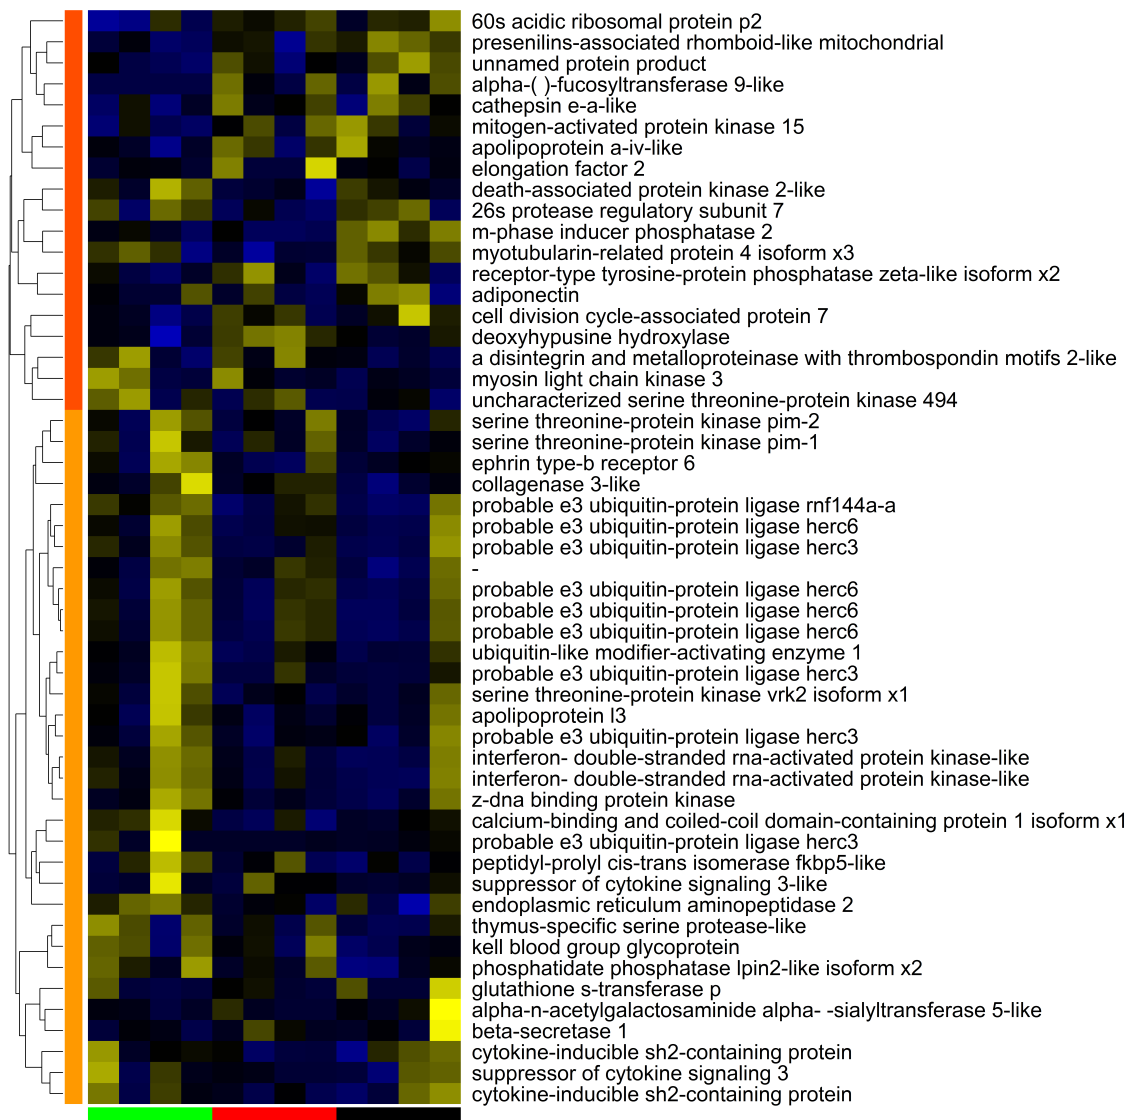

**Supplementary Figure 1.** Heatmap for genes related to protein metabolic process and differentially expressed between at least one BPA treatment and control in F1 generation 365 dpf.

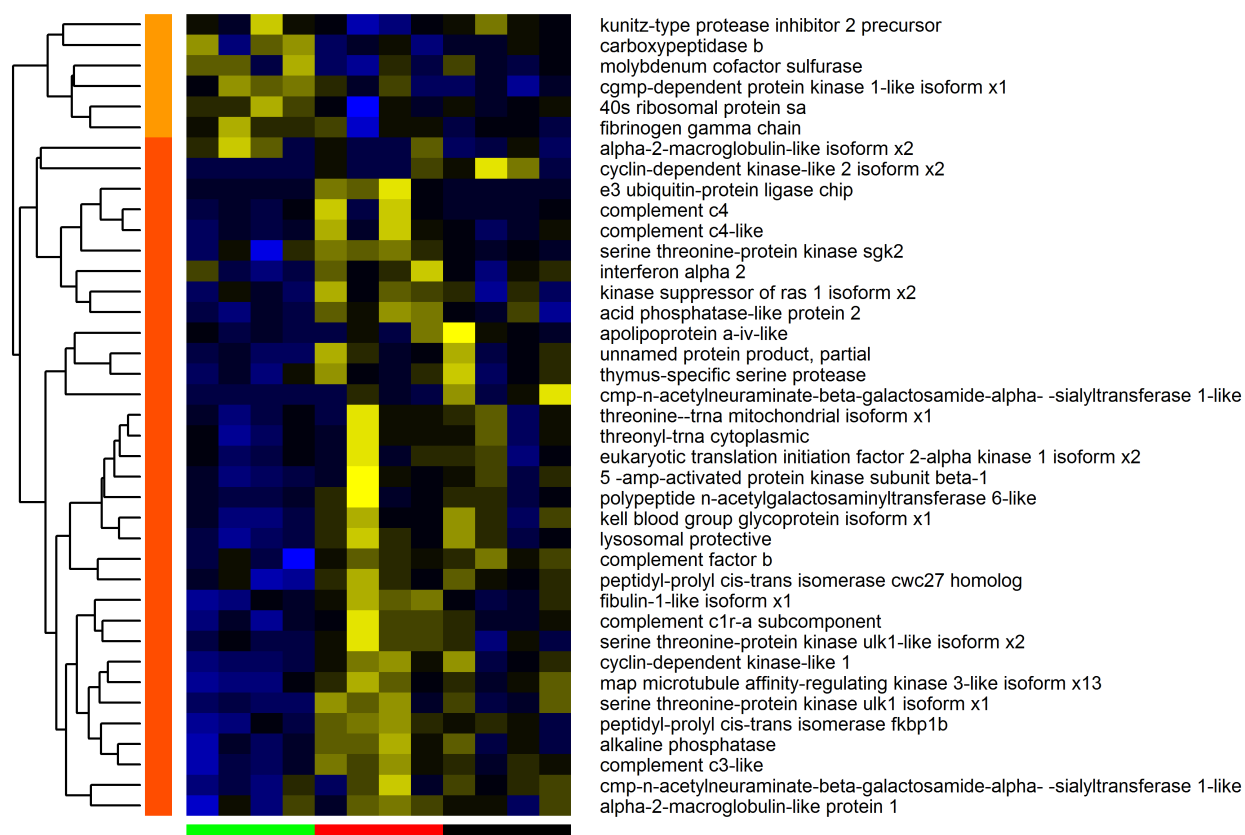

**Supplementary Figure 2.** Heatmap for genes related to protein metabolic process and differentially expressed between at least one BPA treatment and control in F2 generation 112 dpf.

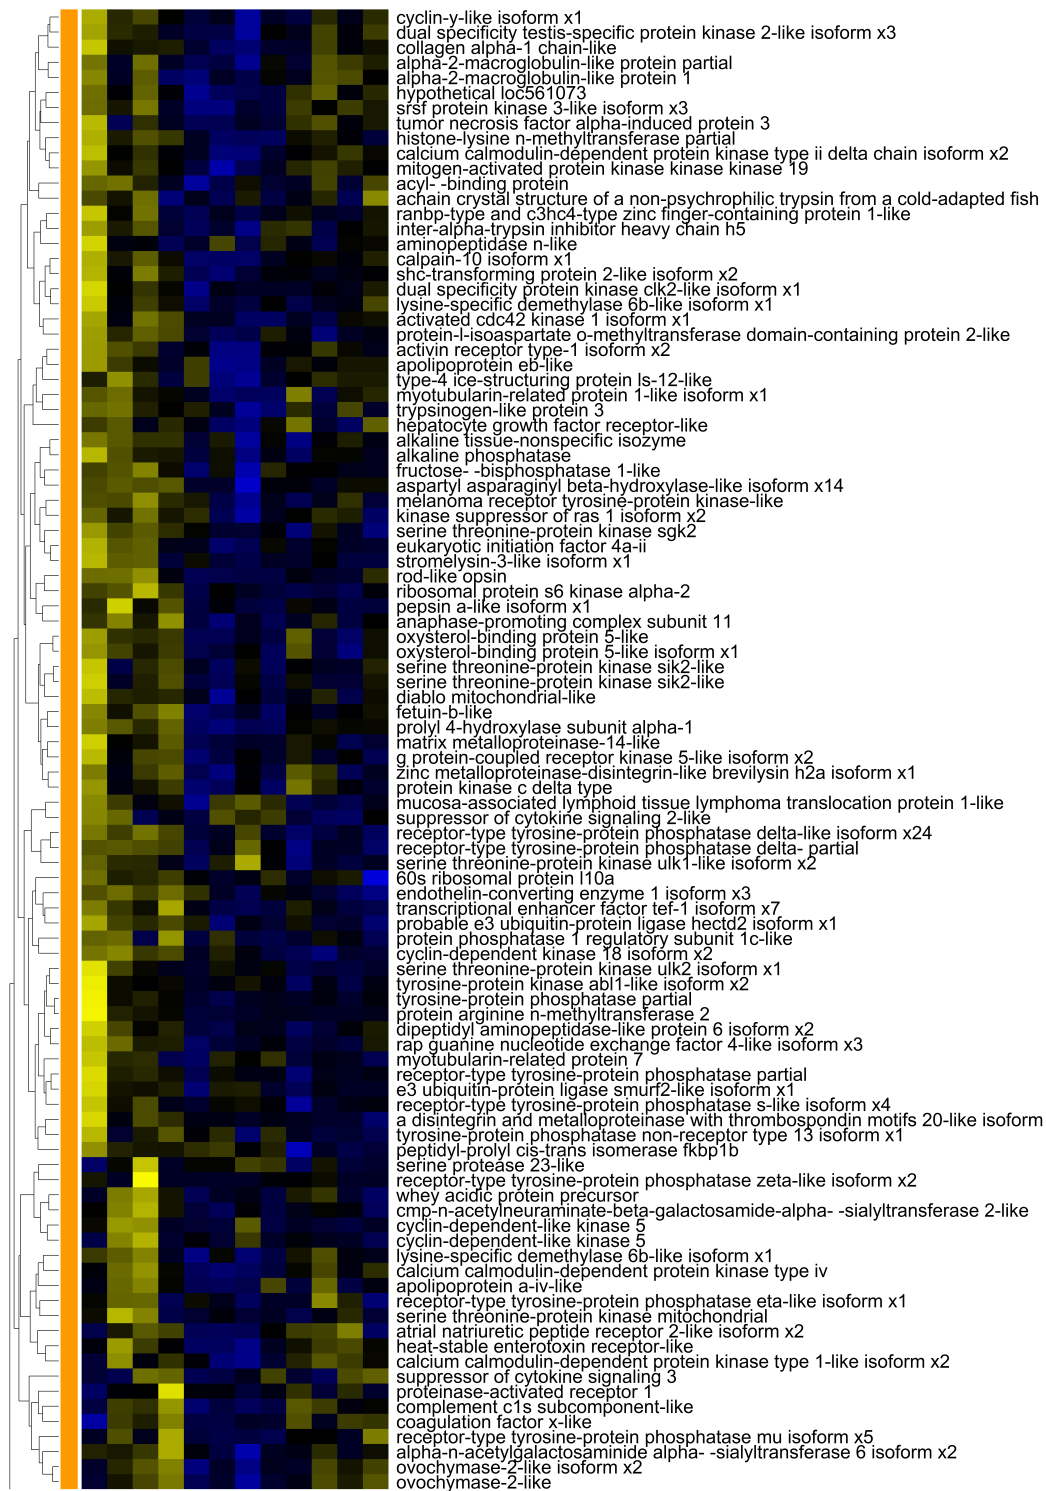

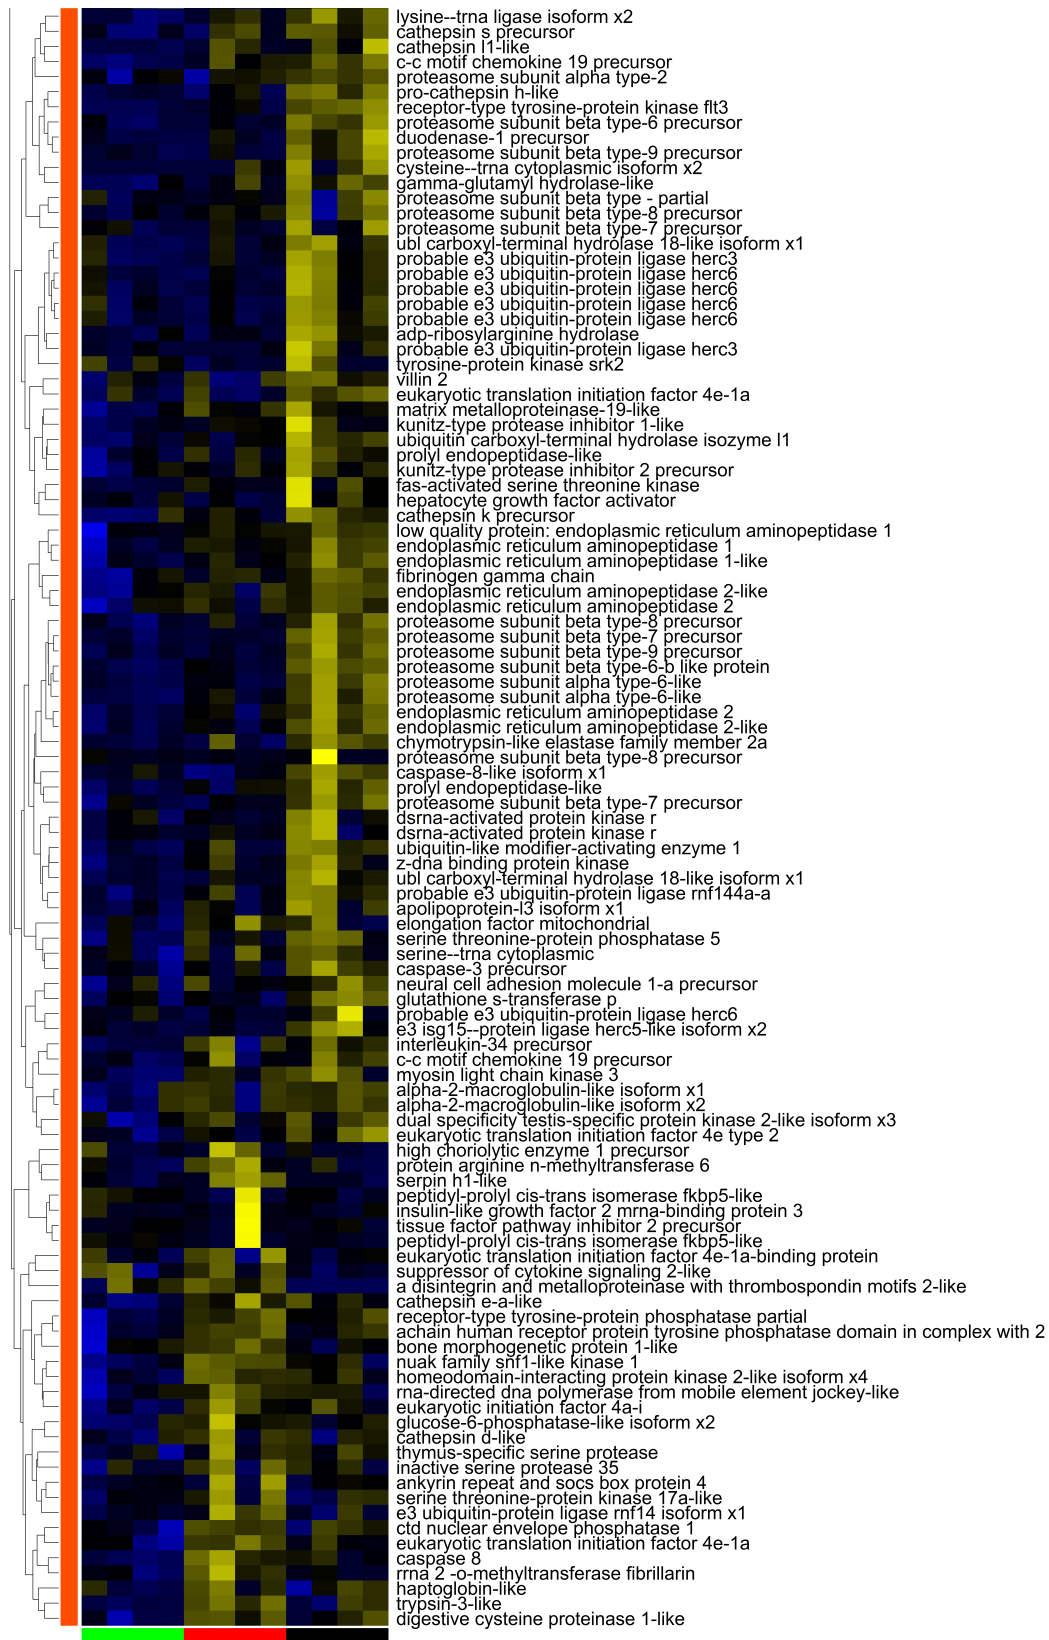

**Supplementary Figure 3.** Heatmap for genes related to protein metabolic process and differentially expressed between at least one BPA treatment and control in F2 generation 365 dpf.

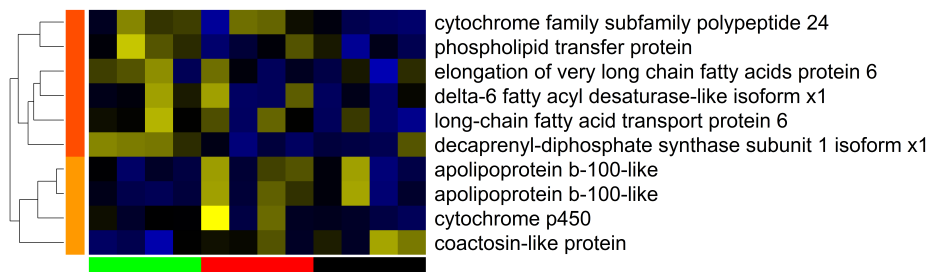

**Supplementary Figure 4.** Heatmap for genes related to lipid metabolic process and differentially expressed between at least one BPA treatment and control in F1 generation 140 dpf.

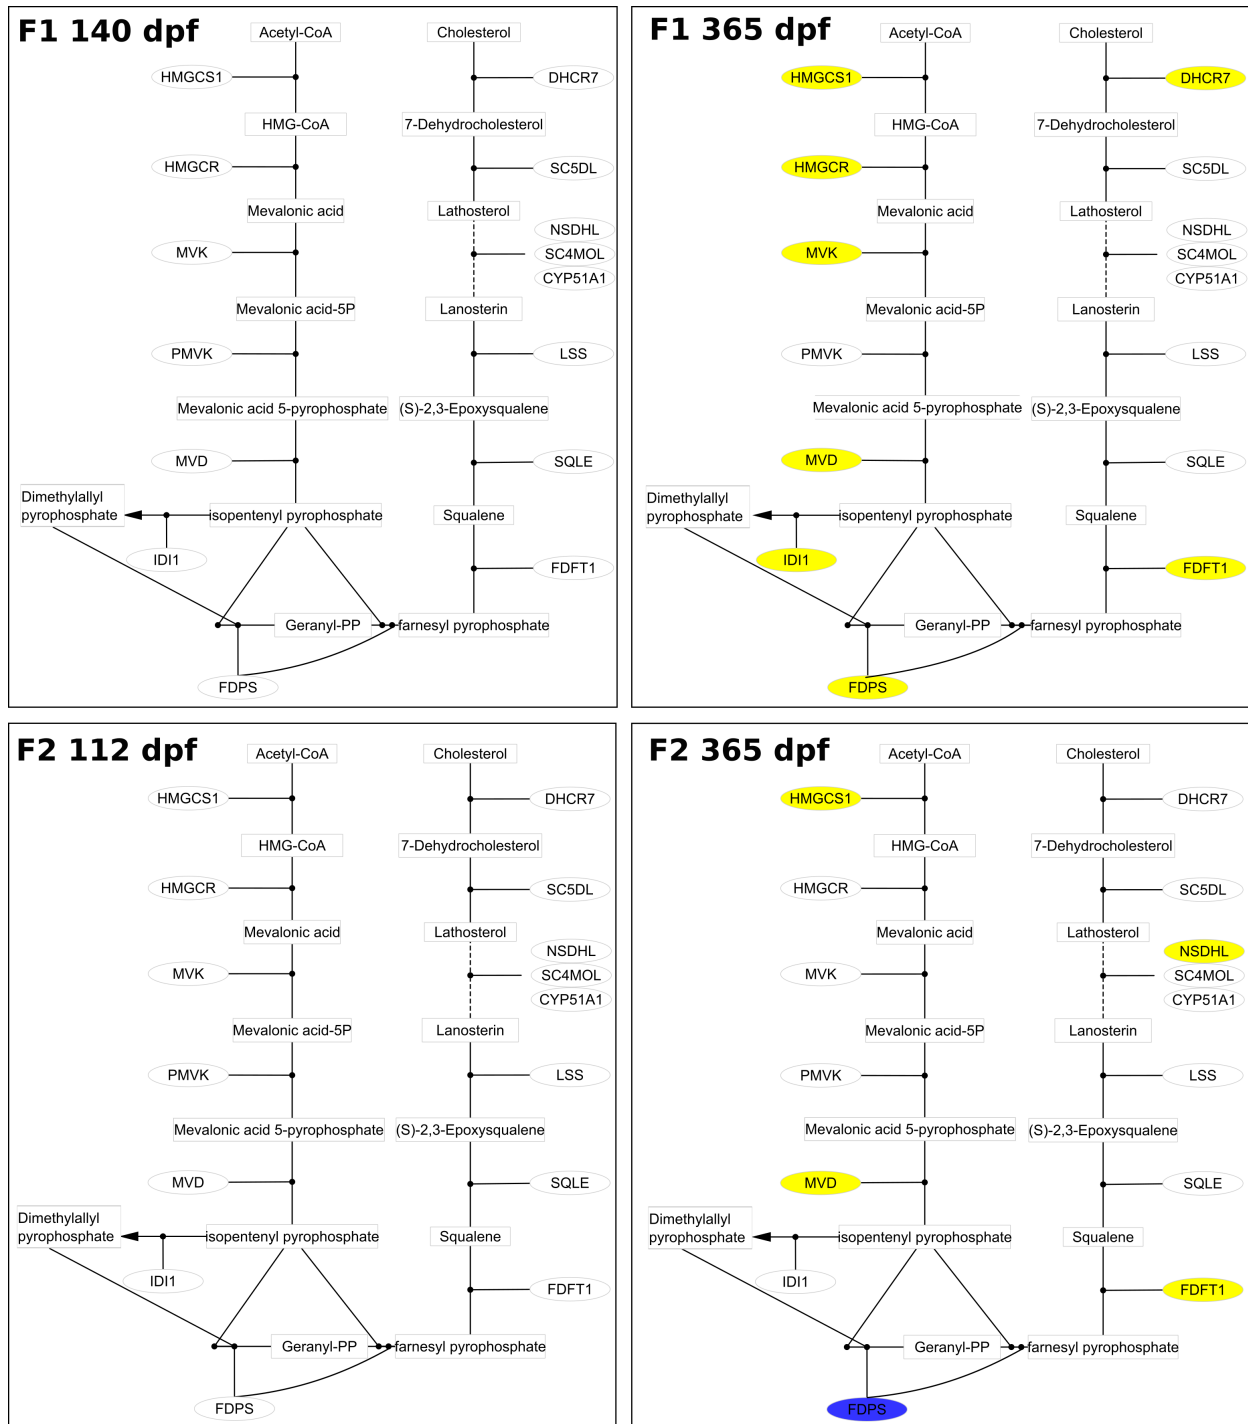

**Supplementary Figure 5.** BPA in rainbow trout eggs cause disruptions of the cholesterol biosynthesis pathway in juveniles (F1 365dpf and F2 365dpf), but not at early stages (F1 140dpf and F2 112dpf). Human's cholesterol biosynthesis pathway (WP197) was imported in Cytoscape. Genes upregulated and downregulated in fish raised from eggs containing 40 ng BPA are shaded yellow and blue, respectively. None of the genes from the cholesterol biosynthesis pathway was differentially expressed at early stages (F1 140 dpf and F2 112 dpf); CYP51A1 (cytochrome P450 family 51 subfamily A member 1), DHCR7 (7-dehydrocholesterol reductase), FDFT1 (farnesyl-diphosphate farnesyltransferase 1), FDPS (farnesyl

diphosphate synthase), HMGCR (3-hydroxy-3-methylglutaryl-CoA reductase), HMGCS1 (3-hydroxy-3-methylglutaryl-CoA synthase 1), IDI1 (isopentenyl-diphosphate delta isomerase 1), LSS (lanosterol synthase), MSMO1 (methylsterol monooxygenase 1), MVD (mevalonate diphosphate decarboxylase), MVK (mevalonate kinase), NSDHL (NAD(P) dependent steroid dehydrogenase-like), PMVK (phosphomevalonate kinase), SC5D (sterol-C5-desaturase), SQLE (squalene epoxidase)

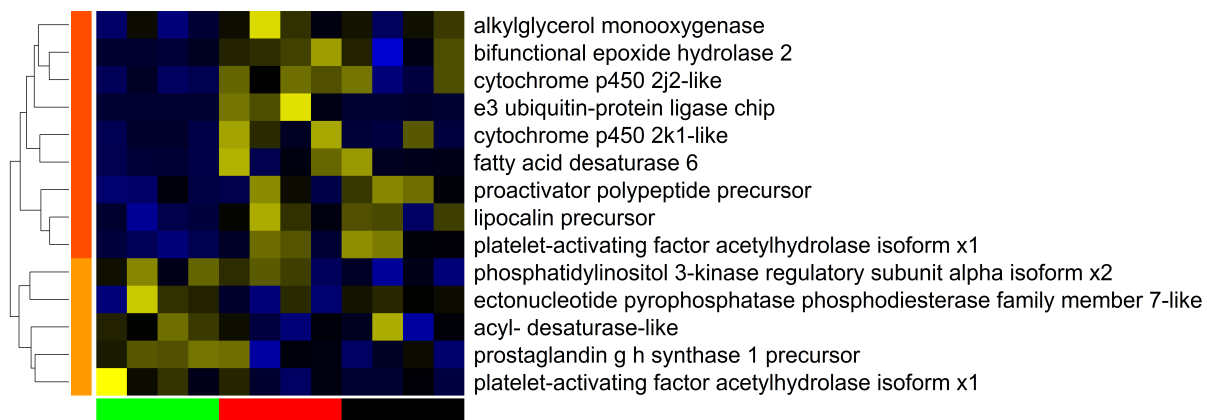

**Supplementary Figure 6.** Heatmap for genes related to lipid metabolic process and differentially expressed in at least one BPA treatment compared to control at 112 dpf in the F2 generation.

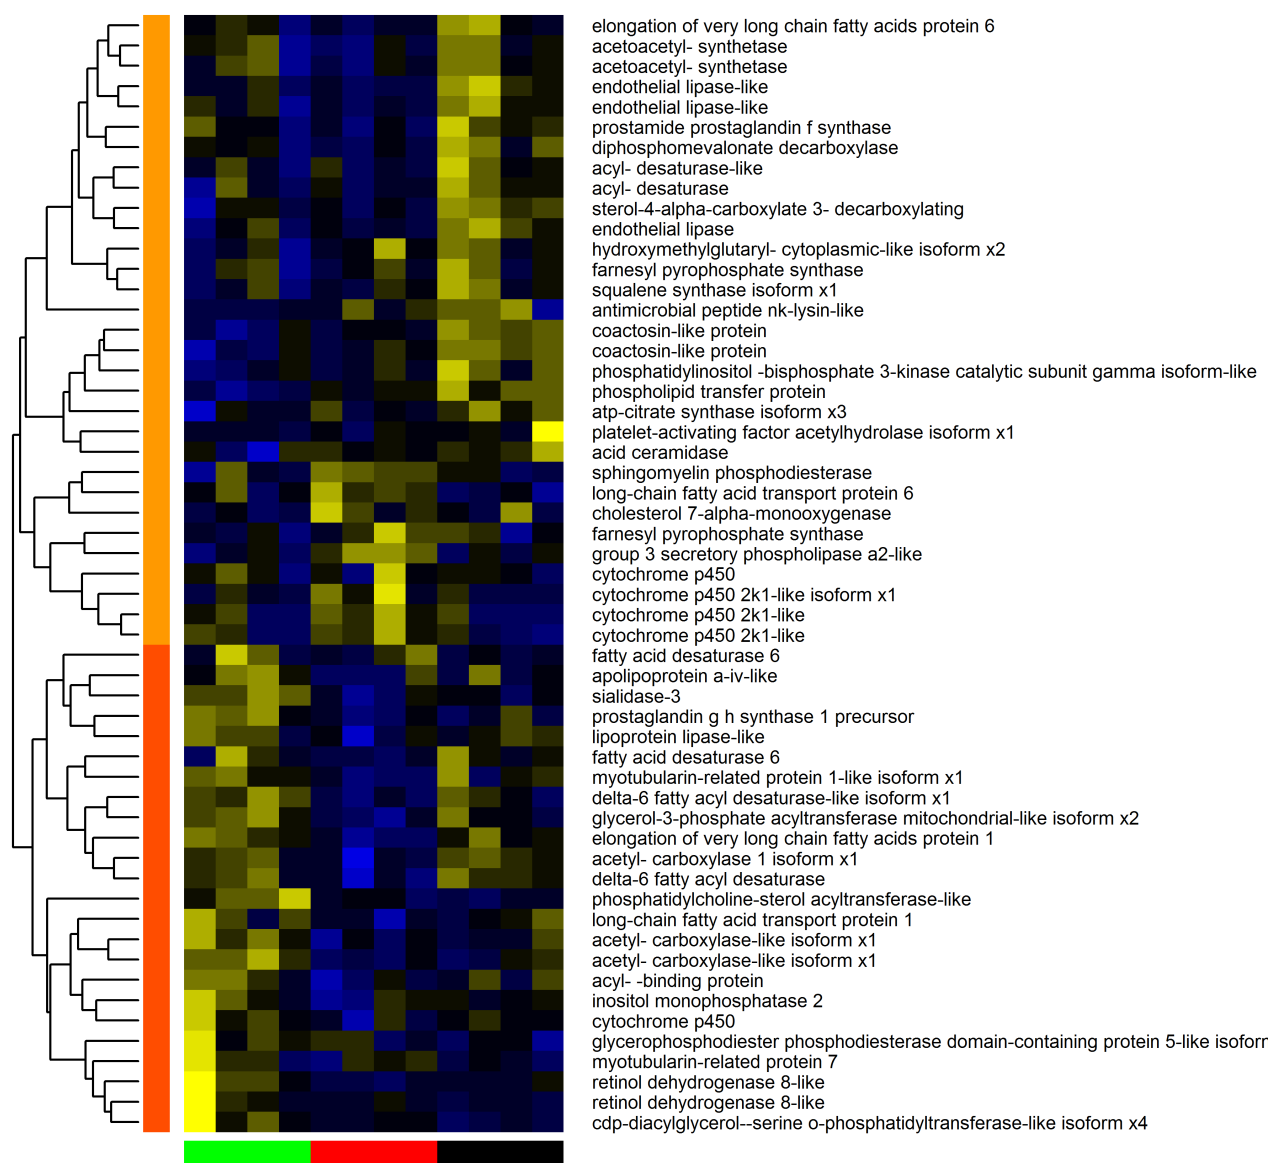

**Supplementary Figure 7.** Heatmap for genes related to lipid metabolic process and differentially expressed in at least one BPA treatment and control at 365 dpf in the F2 generation.

How the deposited data were processed for this re-analysis (not part of the article)

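The data are liver RNA sequencing of 48 rainbow trout: 4 fish of each treatment (Control, BPA4 and BPA40) at F1 140 dpf, F1 365 dpf, F2 112 dpf and F2 365 dpf. According to the paper's methods, the authors trimmed and filtered reads at base calling, mapped them with TopHat and Bowtie to the published trout genome, and estimated abundance with Cufflinks. They compared the treatments with Cuffdiff. The deposited tables hold, for each of 46585 genes and each fish, raw fragment counts without normalization and FPKM scaled by Cuffdiff over the 12 fish of a time point. The fragment counts were tested to be whole numbers in 100% of entries. The tables also hold 8 columns of scaled fragments that were not used. Cuffdiff set the HIDATA mark by treatment, and 100% of the marked entries are listed at 0. A gene with the mark in any treatment was left out of all fish of the time point.

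Treatments were taken from the sample labels. The treatment label gives 4 or 40 ng of BPA, while the titles and the deposited tables name the groups by the incubation concentration (3 and 30 mg/l), which the paper equates with these amounts per egg. The titles of the early F2 samples say 140 dpf, while their other labels and the paper say 112 dpf, which was used. The descriptions of the F1 BPA40 samples say 3 mg/l, while their titles and the paper say 30 mg/l, which was used. Fragment counts of 72 pairs of fish of the same group were checked for duplicate libraries. Chi-square per degree of freedom lay between 24.4 and 156, where sampling noise alone gives about 1, so that none were duplicates.

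Fragments per fish ranged from 6788947 to 19528494. Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures used matplotlib 3.10.9 under Python 3.11.15. The main test was edgeR's quasi-likelihood test (glmQLFit with its default settings in this version and glmQLFTest) on fragment counts, with TMM normalization, the filterByExpr filter and no covariates. It was fitted to the 12 fish of a time point, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. Cuffdiff needs the aligned reads, which were not used here. The interaction of BPA40 with the time point was tested in joint fits of 24 fish, for 4 pairs of time points. Shared genes were counted over the genes tested at both time points. Correlations of log2 fold changes across genes were compared with 100 regroupings of the Control and BPA40 fish. Splits of the fish into other groups of the same sizes were refitted, all 35 for 4 fish against 4, and 100 drawn with a fixed seed where there were more.

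The PCA was run on log2(FPKM + 1) of all genes with nonzero variance, centred and scaled as is the default of FactoMineR, which the supplement names. Separation of the treatments was tested with exact permutation tests. Correlations of the first component with the number of genes detected used 100000 resamples, and genes were counted as detected from 5 fragments. The edgeR and DESeq2 tests were tried on simulated data. edgeR made 0 false calls in 24243 simulated genes when 200 were changed by 1 on the log2 scale, and 9 when they were changed by 3. DESeq2 made 9 and 30.

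The tests, their alternatives and the rule for naming genes were set before the data were examined. The alternatives were DESeq2, other size factors, no TMM normalization, other filters, limma-trend on log2(FPKM + 1), fits of 2 groups only, the replicate number as a block, adjustment over all pairwise comparisons, other PCA settings and leaving out each fish in turn. Added after seeing the data were edgeR's likelihood-ratio test, its quasi-likelihood test with bias-adjusted deviances, limma-voom with fish quality weights, the zeros of HIDATA genes kept as values, and leaving out each fish in the test of separation. The rule named genes called in BPA40 at both F1 365 dpf and F2 365 dpf, which gave 0 genes. The 4 genes named instead are the genes called alone in a comparison or interaction and the gene that rose with the smallest adjusted p in BPA40 at F2 365 dpf.

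The tables identify genes by the identifiers of the genome annotation and do not pair them with names. Of these identifiers, 0 matched the reference table of rainbow trout genes that was at hand. The gene ontology terms, the heat maps, the named genes of protein and lipid metabolism and the planned tests of gene lists were therefore not analysed here. Limma-trend with other pseudocounts and filters was planned only for tables without fragment counts and was not run.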

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

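The test of Control replicate 0 as the cause of the calls at F2 365 dpf was chosen only after the result was seen.

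Control replicate 0 of F2 365 dpf lay far from the other controls. Its TMM factor was 0.7362, where the other 3 controls lay between 0.991 and 1.008. Its score on the first component was 291.3, where theirs lay between -28.46 and 6.339. Over depth, genes detected, TMM factor and first component, 2 of 48 groups held such a fish, and chance alone gives 2.4. A lower depth is not the cause of the distance: with every fish thinned to the same number of fragments, the gap of this fish still took 0.928 of the range of the controls. Without the 100 genes with the most fragments, the gap took 0.923 of the range. This cannot decide on a few abundant genes, since every gene was scaled to the same variance after TMM normalization. A bias with gene length remains open. Across genes, the deviation of this fish from the other controls followed gene length with a Spearman correlation of 0.13. It ranked 1 of the 12 fish in this respect, the next being -0.101 for Control replicate 2. The other controls were compared with a mean that includes this fish, so their values depend on it. Outside the controls, the value farthest from 0 was -0.0691 for BPA4 replicate 0. This test compares single fish. A mislabelled sample, a mixed sample and the state of the fish itself were not tested, and the design gives no biological explanation for 1 control fish.

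The 105 genes called in BPA40 at F2 365 dpf do not all arise from this fish, since 42 genes were called without it, of which 38 are among the 105. The loss of the others is not particular to this fish, since 3 genes were called without Control replicate 2 and 11 without Control replicate 1. A difference in depth is not the cause for most of them, since 100 genes were called with all fish thinned to the same number of fragments, of which 93 are among the 105. Without the 100 genes with the most fragments, 108 were called, and these include all 105. The calls are thus not those abundant genes themselves. Whether such genes shift the others is not decided, since TMM normalization already limits their weight. Among the 35 splits of the 8 fish, 1 gave as many genes, which is the split by treatment. The treatment and the tank, which was a single one per treatment in F2, cannot be told apart, so that both remain open.

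The effect of BPA40 differed between F1 365 dpf and F2 365 dpf for 14 genes in a test of the interaction. Of 100 splits, 3 gave as many genes, the real one included, and the highest other split gave 300. With all fish thinned to the same number of fragments, 11 genes were called, of which 10 are among the 14, which argues against depth for these. Without adjustment, 2472 genes passed a p of 0.05, and 12 of 100 splits gave as many. The generations also differed in their tanks and in the time at which they were raised, and these cannot be told apart from a difference in the response to BPA40. The count went from 2 without F1 365 dpf Control replicate 2 to 348 without F1 365 dpf BPA40 replicate 3.

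The effect of BPA40 differed between F1 140 dpf and F2 112 dpf for 1 gene, GSONMT00016896001, chosen after its values were seen. It held 0 to 3 fragments in the controls and 15 to 38 in BPA40 at F1 140 dpf. At F2 112 dpf it held 0 to 20 fragments in the controls and 0 to 1 in BPA40. In this comparison 1 group in each generation is at or under 3 fragments, so no fold change is given. Of 100 splits, 13 gave at least 1 gene, so that the call is within what other groupings of these fish give. The call was also made with all fish thinned to one depth (1 time in 1 thinning), which argues against depth as the cause. Without adjustment, 1122 genes passed a p of 0.05, and 28 of 100 splits gave as many. A biological difference between generations or ages is untested.

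Among 48 groups of 4 fish over the 4 genes named, 11 held 1 fish far from the others, where chance gives 2.4. Of these, 6 are groups of GSONMT00016896001, in which most fish are near 0 fragments: 1.456 CPM in BPA40 replicate 1 at F1 365 dpf, 0.0942 in BPA4 replicate 2 and 0.1092 in BPA40 replicate 3 at F2 112 dpf, and 1.068 in Control replicate 0, 1.03 in BPA4 replicate 0 and 1.778 in BPA40 replicate 0 at F2 365 dpf. GSONMT00076108001 reached 12.25 CPM in Control replicate 2 at F2 112 dpf, where the other controls lay between 0.3913 and 2.056. GSONMT00056097001 reached 38.6 CPM in Control replicate 3 at F1 365 dpf and 30.43 in BPA40 replicate 1 at F2 365 dpf, where the other 3 fish lay within 29.66 and 29.78. GSONMT00055802001 fell to 2.047 CPM in BPA40 replicate 1 at F1 140 dpf and reached 112.2 in BPA40 replicate 3 at F2 365 dpf. No explanation was tested for these single values.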

How the results depend on the processing

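Counts below are genes called in BPA4, in BPA40 and in at least one BPA group, in this order, and the main values are 0, 1 and 1 at F1 140 dpf, 0, 0 and 0 at F1 365 dpf and at F2 112 dpf, and 1, 105 and 106 at F2 365 dpf. At an unadjusted p under 0.05, 2536, 2967, 2174 and 5521 genes passed in at least one BPA group. A count is treated as moved when it changed by more than 1.5 times. Unless said otherwise, the cause of a change was not tested.

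DESeq2's Wald test gave 55, 99 and 143 genes at F1 140 dpf, 3, 29 and 32 at F1 365 dpf, 114, 21 and 125 at F2 112 dpf, and 589, 536 and 1017 at F2 365 dpf. It shared 1 gene within F1, 11 within F2, 5 between F1 140 dpf and F2 112 dpf and 3 between the 365 dpf time points, where edgeR shared 0. Its interaction with BPA40 was called for 12 genes within F1, 187 within F2, 24 between F1 140 dpf and F2 112 dpf and 159 between the 365 dpf time points, where edgeR called 0, 0, 1 and 14. In the simulation, with 200 genes changed by 2 on the log2 scale, DESeq2 recovered 86% with 38 false calls and edgeR 85.5% with 9.

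With all genes of at least 1 fragment, 5, 23 and 25 genes were called at F1 140 dpf and 50, 6 and 53 at F2 112 dpf. With genes of at least 10 fragments in every fish, 0 genes were called in BPA40 and in at least one group at F1 140 dpf, since the gene called there is not among the genes tested. The interaction under this filter was called for 16 genes within F2 and 4 between F1 140 dpf and F2 112 dpf. Without TMM normalization, BPA4 at F2 365 dpf had 0 calls. Limma-trend on log2(FPKM + 1) gave 5 genes in BPA40 and 5 in at least one group at F1 140 dpf, and 3, 65 and 67 at F2 365 dpf. In fits of 2 groups only, which have fewer fish, 5, 3 and 8 genes were called at F1 140 dpf, 1 in BPA4 and 1 in at least one group at F2 112 dpf, and 0, 63 and 63 at F2 365 dpf. Adjustment over all pairwise comparisons gave 0 in BPA40 and in at least one group at F1 140 dpf, and 10, 39 and 48 at F2 365 dpf.

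Replicate numbers were taken to pair the fish only if the deviations from the treatment mean correlated over 0.1 in each pair of fish with the same number. In 12 such pairs per time point, the correlation averaged -0.103 at F1 140 dpf, 0.111 at F1 365 dpf, -0.0558 at F2 112 dpf and -0.0234 at F2 365 dpf, and it was over 0.1 in 3, 6, 3 and 0 of the pairs. The condition was met at no time point. Pairs with different numbers averaged 0.0353, -0.0354, 0.0212 and 0.00839, and 13, 5, 10 and 6 of 36 were over 0.1. At F1 365 dpf, fish with the same number were thus more alike on average, and what they share is not known. With the replicate block, 0 genes were called in BPA40 and in at least one group at F1 140 dpf, and 0, 66 and 66 at F2 365 dpf. The interaction with the block was called for 0 genes between F1 140 dpf and F2 112 dpf and for 58 between the 365 dpf time points.

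Some alternatives were chosen after seeing the data. The likelihood-ratio test of edgeR gave 59, 100 and 143 genes at F1 140 dpf, 2, 16 and 18 at F1 365 dpf, 93, 15 and 100 at F2 112 dpf, and 510, 495 and 908 at F2 365 dpf. It shared 1, 10, 3 and 2 genes in the 4 pairs of time points named above. The quasi-likelihood test with bias-adjusted deviances gave 5 in BPA40 and 5 in at least one group at F1 140 dpf. Limma-voom with fish quality weights gave 12, 31 and 41 at F1 140 dpf, 1 in BPA40 and 1 in at least one group at F2 112 dpf, and 25 in BPA4 at F2 365 dpf. With the zeros of HIDATA genes kept, which adds genes that are 0 in a whole treatment by the authors' processing, the counts were 3, 2 and 4 at F1 140 dpf, 4, 1 and 4 at F1 365 dpf, 3 in BPA4 and 3 in at least one group at F2 112 dpf, and 5 in BPA4 at F2 365 dpf.

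With each fish left out in turn, F1 140 dpf gave from 0 to 2 genes in BPA4, from 0 to 8 in BPA40 and from 0 to 8 in at least one group. F1 365 dpf gave 0 throughout. F2 112 dpf gave from 0 to 1 in BPA4, 0 in BPA40 and from 0 to 1 in at least one group. F2 365 dpf gave from 0 to 16 in BPA4, from 3 (without Control replicate 2) to 143 (without BPA40 replicate 2) in BPA40 and from 4 to 144 in at least one group. Interactions ranged from 0 to 1 within F1 and within F2, from 0 to 3 between F1 140 dpf and F2 112 dpf, and from 2 to 348 between the 365 dpf time points. The correlation of BPA40 log2 fold changes changed sign for 2 pairs. Between F1 140 dpf and F1 365 dpf it ranged from -0.00817 to 0.0744 with 1 fish left out. Between F1 365 dpf and F2 365 dpf it ranged from -0.142 to 0.0355, and it was 0.0185 for genes of at least 10 fragments in every fish and 0.0123 for limma-trend. It kept its sign for the other 2 pairs, within F2 from -0.142 to -0.0541 with 1 fish left out, -0.144 for limma-trend and -0.225 for genes of at least 10 fragments in every fish, and between F1 140 dpf and F2 112 dpf from 0.0181 to 0.143 with 1 fish left out and 0.142 for the same filter.

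The 3 components together held 51.2, 48.0 and 58.1% of the variance at F1 140 dpf, F1 365 dpf and F2 112 dpf without scaling of the genes. They held 56.3, 49.7, 61.9 and 53.7% at the 4 time points for genes with a mean FPKM of at least 1, and 53.8, 48.0, 61.1 and 51.6% for log2 CPM of fragment counts. Leaving out 1 fish gave from 45.2 to 47.3% at F1 140 dpf, from 41.7 to 44.7% at F1 365 dpf, from 45.3 to 49.7% at F2 112 dpf and from 41.7 to 49.4% at F2 365 dpf. The separation of treatments at F1 365 dpf (exact p = 0.0485) rose above 0.05 with all components (exact p = 0.0726), without scaling (0.314), with log2(FPKM + 0.1) (0.0533), with the filter on FPKM (0.0603) and with log2 CPM (0.0568). With 1 fish left out, its exact p ranged from 0.0244 to 0.164 and was under 0.05 in 4 of 12 fits. At F1 140 dpf it ranged from 0.0253 to 0.203 and was under 0.05 in 3 of 12 fits, and at F2 112 dpf from 0.0419 to 0.354, under 0.05 in 1 of 12. At F2 365 dpf it stayed under 0.05 in each alternative, with at most 0.0154 when 1 fish was left out.

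The call of GSONMT00076108001 at F1 140 dpf was lost in fits of 2 groups only, with the block and with adjustment over all pairwise comparisons, and its adjusted p ranged from 2.57e-08 to 0.147 over all alternatives. The call of GSONMT00056097001 at F2 365 dpf was lost without TMM normalization, in fits of 2 groups only and with the block (from 3.95e-14 to 0.162). GSONMT00055802001 was called in each alternative (from 1.67e-15 to 0.0418). Over these genes, the counts at an unadjusted p under 0.05 and the tests of pairs of treatments, apart from the fits that left out 1 fish, 13 counts moved, 9 tests no longer passed 0.05 and 232 results did neither. The main results, which are the counts of called and shared genes, the interactions, the correlations and the PCA, were less stable. Of these, 100 moved, 2 changed sign, 5 no longer passed 0.05 and 149 did none of this. In counts simulated from F1 365 dpf with 200 genes changed, edgeR's quasi-likelihood test left changes of 1 on the log2 scale mostly undetected.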

Differences from the paper's values

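The paper reports 501 differentially expressed genes in at least one BPA group at F1 140 dpf, and 1 was called here. It reports 523 at F1 365 dpf, against 0 here, and 315 at F2 112 dpf, against 0 here. An unadjusted p under 0.05 was reached by 2967 and 2174 genes in at least one BPA group at these 2 time points. The paper reports 1722 at F2 365 dpf, and 106 were called here. Of the alternatives set before the data were examined, DESeq2's Wald test came nearest, with 143, 32, 125 and 1017 genes against the paper's 501, 523, 315 and 1722. None of these alternatives, nor any fit that left out 1 fish, closed the gap at any of the 4 time points. The alternatives chosen after seeing the values did not close it either, and edgeR's likelihood-ratio test came nearest among them with 143, 18, 100 and 908.

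The paper reports 91 genes shared between F1 140 dpf and F1 365 dpf, 79 between F2 112 dpf and F2 365 dpf, 54 between F1 140 dpf and F2 112 dpf and 237 between F1 365 dpf and F2 365 dpf. Here 0 were shared in each of the 4 pairs, which was fixed in advance, since 0 genes were called at one of the time points of each pair. In BPA40, 177, 144, 64 and 250 genes reached an unadjusted p under 0.05 at both time points of these pairs. With DESeq2, 1, 11, 5 and 3 were shared, and none of the alternatives set before the data were examined closed the gap.

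The paper describes a separation of the 3 treatments in the PCA at each of the 4 time points. In the exact test on the first 3 components, p was 0.0715 at F1 140 dpf, 0.0485 at F1 365 dpf (adjusted p = 0.0953), 0.158 at F2 112 dpf and 0.000173 at F2 365 dpf.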

Other observations

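The regroupings for correlations across genes and the tests of genes detected after thinning were chosen only after the results were seen.

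How often other splits of the same fish give as many genes was counted for each comparison. Where 0 genes were called, every split gives as many, so that only the count at an unadjusted p under 0.05 tests the grouping. At F1 140 dpf, this holds for BPA4 (35 of 35 splits), and 6 of 35 gave at least the 1 gene called in BPA40. Of 100 splits into 3 groups, 17 gave at least 1 gene in at least one group, and the highest other split gave 1187. Counting genes with an unadjusted p under 0.05, 7 of 35 splits gave as many as BPA4 (1341), 8 of 35 as many as BPA40 (1519) and 19 of 100 as many as both together (2536). The grouping of these fish by treatment therefore stands out no more than many other groupings.

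For F1 365 dpf, 0 genes were called, which 35 of 35 splits and 100 of 100 splits into 3 groups reach by construction. By the unadjusted p, 9 of 35 splits gave as many genes as BPA4 (1425), 10 of 35 as many as BPA40 (1841) and 12 of 100 as many as both together (2967). The same holds at F2 112 dpf (35 of 35 and 100 of 100). By the unadjusted p, 1 of 35 splits, the real one, gave as many genes as BPA4 (1682), while 7 of 35 gave as many as BPA40 (973) and 18 of 100 as many as both together (2174).

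For F2 365 dpf, 3 of 35 splits gave at least the 1 gene called in BPA4. For BPA40, the real split gave 105 genes and the highest of the others 3. For at least one BPA group, the real split gave 106 genes and the highest of the other splits 2, so that 1 of 100 splits reached the count. By the unadjusted p, 1 of 35 splits, the real one, gave as many genes in BPA4 (3646) and 1 of 35 in BPA40 (3155), and 1 of 100 as many in both together (5521). Chance in the grouping of fish is thus argued against at this time point, for both doses at the unadjusted threshold. The single tank per treatment remains open beside an effect of BPA.

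With DESeq2, the counts at F1 were within the range of other splits. At F1 140 dpf, 3 of 35 splits gave as many genes as BPA4 (55) and 3 of 35 as many as BPA40 (99), and the highest other split gave 1077. For F1 365 dpf, 24 of 35 gave as many as BPA4 (3) and 11 of 35 as many as BPA40 (29). At F2 112 dpf, 1 of 35 gave as many as BPA4 (114) and 6 of 35 as many as BPA40 (21). For F2 365 dpf, 1 of 35 gave as many as BPA4 (589) and 1 of 35 as many as BPA40 (536), where the other splits gave up to 257 and 160. In the other splits at F2 365 dpf, DESeq2 called a median of 15 genes in the fish of BPA4 and Control and 14 in those of BPA40 and Control.

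For the interaction of BPA40 with the time point, the 0 genes called between F1 140 dpf and F1 365 dpf and between F2 112 dpf and F2 365 dpf are reached by 100 of 100 splits by construction. At an unadjusted p under 0.05, 35 of 100 splits gave as many genes as the first of these pairs (1500). For the second (2714), 1 of 100 did, the real one. The effect of BPA40 may thus differ between F2 112 dpf and F2 365 dpf in genes that do not pass the adjusted threshold, which is a hypothesis. A difference in tanks between these ages is not recorded.

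Correlations of BPA40 log2 fold changes across genes were no farther from 0 than those of regrouped fish. Between F1 140 dpf and F1 365 dpf, 61 of 100 regroupings were as far from 0. Between F2 112 dpf and F2 365 dpf, 31 were, between F1 140 dpf and F2 112 dpf, 51 were, and between F1 365 dpf and F2 365 dpf, 91 were. Within a time point, the log2 fold changes of BPA4 and BPA40 correlated across genes with r = 0.513, 0.493, 0.677 and 0.594 at F1 140 dpf, F1 365 dpf, F2 112 dpf and F2 365 dpf. Both use the same controls, and simulated groups without any effect gave between 0.476 and 0.516. Regroupings were compared on differences of mean log2 CPM, for which the real correlations were 0.475, 0.514, 0.664 and 0.604. Of 100 groupings at each time point, the real one included, 54, 40, 16 and 15 gave a correlation as large as these.

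The first component followed the number of genes detected. With all fish thinned to one depth, permutation p of Pearson's r was 0.00017 at F1 140 dpf (r = -0.889) and 1e-05 at F2 112 dpf (r = -0.871). This argues against depth alone as the cause at these 2 time points. The component also followed the total fragments there, with r = -0.717 (permutation p = 0.00926, adjusted p = 0.0123) and -0.809 (permutation p = 0.00252, adjusted p = 0.00504). With total fragments, r was 0.65 at F1 365 dpf (permutation p = 0.0231, adjusted p = 0.0264) and -0.384 at F2 365 dpf (permutation p = 0.277). For F2 365 dpf, thinning did not weaken r, which was -0.831 before and -0.882 after it (permutation p = 0.00755). After thinning, Spearman's rho was -0.392 (permutation p = 0.211, adjusted p = 0.241), and r was -0.0635 without the 2 fish farthest from the median. The relation at F2 365 dpf thus rests on those fish, and this test cannot decide on depth for the others. For F1 365 dpf, p was 0.0647 (r = 0.55) and depth remains open. A candidate explanation at F1 140 dpf and F2 112 dpf is a difference in RNA quality or in the share of cell types between pieces of liver, which was not tested.

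In the tables, 14 entries of 9 genes are at 0 in each fish of 1 or 2 treatments and hold 14909 to 324637 fragments in each fish of the others, where they rank up to 7 by abundance. All carry the HIDATA mark. Among genes without the mark, 0 were at 0 in all fish of a treatment and at 10000 fragments or more in all fish of another. The zeros are therefore in line with the authors' processing.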
